# Activation of Myenteric Glia during Acute Inflammation *In Vitro* and *In Vivo*

**DOI:** 10.1371/journal.pone.0151335

**Published:** 2016-03-10

**Authors:** Corinna Rosenbaum, Martin Alexander Schick, Jakob Wollborn, Andreas Heider, Claus-Jürgen Scholz, Alexander Cecil, Beate Niesler, Johannes Hirrlinger, Heike Walles, Marco Metzger

## Abstract

**Background:**

Enteric glial cells (EGCs) are the main constituent of the enteric nervous system and share similarities with astrocytes from the central nervous system including their reactivity to an inflammatory microenvironment. Previous studies on EGC pathophysiology have specifically focused on mucosal glia activation and its contribution to mucosal inflammatory processes observed in the gut of inflammatory bowel disease (IBD) patients. In contrast knowledge is scarce on intestinal inflammation not locally restricted to the mucosa but systemically affecting the intestine and its effect on the overall EGC network.

**Methods and Results:**

In this study, we analyzed the biological effects of a systemic LPS-induced hyperinflammatory insult on overall EGCs in a rat model *in vivo*, mimicking the clinical situation of systemic inflammation response syndrome (SIRS). Tissues from small and large intestine were removed 4 hours after systemic LPS-injection and analyzed on transcript and protein level. Laser capture microdissection was performed to study plexus-specific gene expression alterations. Upon systemic LPS-injection *in vivo* we observed a rapid and dramatic activation of Glial Fibrillary Acidic Protein (GFAP)-expressing glia on mRNA level, locally restricted to the myenteric plexus. To study the specific role of the GFAP subpopulation, we established flow cytometry-purified primary glial cell cultures from GFAP promotor-driven EGFP reporter mice. After LPS stimulation, we analyzed cytokine secretion and global gene expression profiles, which were finally implemented in a bioinformatic comparative transcriptome analysis. Enriched GFAP+ glial cells cultured as gliospheres secreted increased levels of prominent inflammatory cytokines upon LPS stimulation. Additionally, a shift in myenteric glial gene expression profile was induced that predominantly affected genes associated with immune response.

**Conclusion and Significance:**

Our findings identify the myenteric GFAP-expressing glial subpopulation as particularly susceptible and responsive to acute systemic inflammation of the gut wall and complement knowledge on glial involvement in mucosal inflammation of the intestine.

## Introduction

Enteric glial cells (EGCs) are the most abundant cells within the enteric nervous system (ENS). EGCs are located adjacent to neurons within the enteric ganglia and along interganglionic connectives of the myenteric and submucosal plexus, but also project into the extraganglionic mucosal layer [1–5]. They resemble central nervous system (CNS) astrocytes in their morphology [3,6] and in the expression of shared markers such as the intermediate filament protein glial fibrillary acidic protein (GFAP) [7] and the calcium-binding protein S100 [8]. On a functional level both glial cell types resemble in their reactivity to an inflammatory environment. Like astrocytes [9], EGCs can exert immunomodulatory functions, they can express major histocompatibility complex (MHC) class II molecules [10,11] and secrete inflammatory signaling molecules such as interleukins IL-1β and IL-6 [12,13] as well as other mediators including nerve growth factor (NGF), S-Nitrosoglutathione (GSNO), nitric oxide (NO) and S100B [14]. Inflammation-activated CNS astrocytes are characterized by hypertrophy and proliferation, along with an upregulation of cytoskeletal GFAP [15]. Similarly, under inflammatory bowel disease (IBD) conditions, gliogenesis occurs within the EGC network [16] and prominent alterations in the expression levels of GFAP as well. In ulcerative colitis (UC) patient biopsies, mucosal GFAP expression levels are significantly elevated in inflamed region whereas in Crohn’s disease (CD) patients GFAP expression levels are lower and even significantly reduced in non-inflamed mucosal biopsies compared to healthy controls [17,18]. Additionally, EGCs upregulate expression of intracellular GFAP after experimental acute inflammatory stimulation *in vitro* [19]. Even though this inflammation-induced increase in GFAP expression is well-described, the pathophysiological role of the GFAP-expressing EGC-subpopulation remains largely obscure.

So far, studies on EGC activation and GFAP upregulation have exclusively focused on mucosal glial processes. Mucosal inflammation as in IBD occurs when the finely regulated communication between the host mucosal immune system and the outside microbiota is dysregulated at their contact site, the epithelial barrier. Glial processes in the mucosa have gained attention since they are in intimate association with the epithelial cell layer, form a dense network at the epithelial crypts and release mediators that increase intestinal barrier integrity, potentially beneficial to counteract barrier breakdown [1,20,21,22]. However, the majority of EGCs are located outside the mucosa in the myenteric and submucosal plexus structures. Their activation and contribution to inflammation progression is largely unknown. Recently, it was shown that plexus-originating glial cells continuously invade the lamina propria to form the mucosal glial network, dependent on signals emanating from the gut microbiota [23]. These findings render ganglionated glial cells highly interesting for the study of inflammation-induced alterations.

Furthermore, studies on EGC pathophysiology have previously focused on local intestinal inflammation originating within the mucosa, and little is known about other inflammatory conditions affecting the bowel. One such condition is the systemic inflammation response syndrome (SIRS) or sepsis, a life-threatening complication in clinically ill patients commonly seen after impairment of gut motility due to surgical procedures or trauma [24]. The intestine holds a special position in disease onset and progression, since it is both a source and target of the infection. Local intestinal inflammation, triggered by intestinal manipulation, can lead to release of inflammatory mediators that enter mesenteric lymph and bacterial translocation across the epithelial barrier into the bloodstream, thereby spreading to sites distant from the initial local inflammation [25,26]. The subsequent secondary septic infection can cause multiple organ dysfunction, affecting the entire intestine and other organs.

In the present study, we investigate alterations in the glial network in a lipopolysaccharide (LPS)-induced acute systemic inflammation rat model *in vivo* [27] to test if activation of EGCs known to occur in mucosal inflammation can be observed also in a severe systemic inflammation. Indeed, we found rapid upregulation of *Gfap* gene expression upon intravenous LPS-injection, however specifically confined to the myenteric plexus.

To further characterize this GFAP-expressing myenteric glial subpopulation, we conducted an *in vitro* study with purified primary murine GFAP-EGCs cultured as gliospheres. Microarray and proteomics analysis of LPS-stimulated gliospheres confirmed specific molecular association of myenteric GFAP-glia with immunologic processes. Taken together, our study underlines the pivotal role of myenteric glia during acute gut inflammation and sepsis.

## Materials and Methods

Animal Research was approved by the Ethics Committee of the District of Unterfranken, Wuerzburg, Germany. Approval number: 48/10

### Rat animal model of hyperinflammation

Rats were employed for the hyperinflammation model because the downscaling of the elaborate intensive care setup, usually employed for human patients, was feasible to the size of rats but not of mice. Upon animal care committee approval 10 male Sprague Dawley rats (mean weight: 0.330±0.025 kg) were obtained from Harlan Winkelmann (NM Horst, Netherlands) and kept on a standard diet and water *ad libitum* at 12 h day and night cycles. Hyperinflammation was induced as previously described [27,28]. Briefly, a continuous intensive care set-up was chosen to closely monitor temperature and macrohemodynamic changes. Animals were anaesthetized using isoflurane 1.5–2.5% (v/v) (Forene, Abbott, Wiesbaden, Germany)–nitrous oxide inhalation 50% v/v (Forene, Abbott) and anaesthesia was deepened during the procedure using 0.7% (v/v) isoflurane with a continuous intravenous application of fentanyl and midazolam (Midazolam-ratiopharm, Ratiopharm, Ulm, Germany) discontinuing the nitrous oxide.

Rats were randomized into a control and a LPS-treated group, n = 5 each. Control animals received a 0.5 ml intravenous bolus of NaCl as placebo, whereas Lipopolysaccharide (LPS; E. coli O111:B4, Sigma Aldrich, Deisenhofen, Germany; potency 3 EU/ng) was applied intravenously at a concentration of 2.5 mg/kg in the LPS group. After 3.5 h, laparotomy was performed and 4 h after the LPS-injection animals were sacrificed via overdose of isoflurane. Gut tissue samples of 1–2 cm length were taken from duodenal, ileal and proximal colonic parts. For histochemical analyses samples from each animal and intestinal region were embedded in OCT compound (Tissue Tek; Sakura Finetek, Tokyo, Japan), frozen on dry ice and stored at -80°C. For gene expression analyses samples were submersed with RNAlater^™^ (Qiagen, Hilden, Germany) overnight at 4°C, afterwards removed from the reagent and transferred to -80°C until further use.

### Immunohistochemistry

Immunohistochemistry was performed on 12 μm cryosections, small intestinal longitudinal muscle-myenteric plexus (LMMP) strips, and gliospheres. Samples were fixed with 4% paraformaldehyde (PFA, AppliChem, Darmstadt, Germany). Blocking of unspecific binding sites was achieved by incubating sections with 5% donkey serum (Sigma Aldrich, Germany) in 0.2% Triton-X 100 (Carl Roth, Karlsruhe, Germany). The following primary antibodies were diluted in Lab Vision^™^ Antibody Diluent OP Quanto (Thermo Scientific, Dreieich, Germany) and incubated overnight at 4°C: rabbit anti-GFAP (1:600; Dako, Hamburg, Germany), mouse anti-HuC/D (clone 16A11, 1:100; Invitrogen, Germany), guinea pig anti-Sox10 (1:700, kindly provided by Prof. Wegner, Institute of Biochemistry, University Erlangen [29]), rabbit anti-p75 neurotrophin receptor (1:250, Promega, Mannheim, Germany), mouse anti-alpha smooth muscle Actin (clone 1A4, 1:100, Abcam, Cambridge, United Kingdom) and rabbit anti-Vimentin (clone EPR3776, 1:100, Abcam).

After washing, samples were incubated for 1 hour at room temperature with secondary antibodies. Following washing, sections were mounted with Mowiol/1,4-diazabicyclo[2.2.2]octane (DABCO) containing 0.1% 4',6-diamidino-2-phenylindole (DAPI, Carl Roth) and analyzed using an inverse fluorescence microscope (Keyence, BZ-7000, Tokyo, Japan and Zeiss Axiovert V.1, Jena, Germany).

For quantification of stained nuclei 10 representative images with 20x magnification were taken per intestinal region (duodenum, ileum, proximal colon) of each sample (n = 5 per group), counted in a blinded procedure and averaged. For pixel area measurements images were taken accordingly. Fractional area measurements were performed of the intramuscular GFAP-staining with ImageJ software (v1.38; National Institutes of Health, Bethesda, USA.) with default settings.

### RNA isolation and quantitative RT-PCR

Total RNA was isolated using the RNeasy Micro Kit according to the manufacturer’s instructions (Qiagen). 0.5 μg of total RNA was processed for reverse transcription using iScript^™^ cDNA Synthesis Kit, following the supplier’s protocol (Biorad, Muenchen, Germany). Quantitative real-time PCR was performed in accordance to the MIQE-guidelines [30] with the CFX96 Touch^™^ Real-Time PCR Detection System (Biorad) using the SsoFast^™^ EvaGreen^®^ Supermix (Biorad). Exon junction-spanning primer pairs were designed with Primer-BLAST Software [31] (S1 Table). Quantitative real time-PCR was performed in duplicate with 0.4 pmol/μl of each primer and 0.5 μg cDNA at an annealing temperature of 60°C. Gene expression data were normalized to the reference genes β-actin (Actb) and 18S rRNA following the 2(-Delta Delta C(T)) method described by Vandesompele [32] using the CFX Manager software (Biorad). The quality of amplified PCR products was proven by melting curve analysis and agarose gel electrophoresis.

### Laser capture microdissection

Laser capture microdissection (LCM) was performed on 12 μm cryosections mounted on UV-light pretreated PEN-membrane covered slides (Carl Zeiss, Jena, Germany). Tissue sections were shortly air-dried and stored at -80°C for LCM. Prior to LCM, cryosections were thawed and stained with RNase-free 1% (w/v) cresyl violet acetate solution (Sigma) according to Carl Zeiss MicroImaging PALM protocols. LCM was performed with the PALM MicroBeam System (Carl Zeiss MicroImaging, Bernried, Germany) according to the manufacturer’s instructions. Captured tissue segments were collected in AdhesiveCaps (Carl Zeiss) until a total tissue area of on average 2.1x10^6^ μm^2^ for myenteric and submucosal structures and of 2.8x10^6^ μm^2^ for mucosal segments was excised. Segments were excised as directly adjacent oval shapes, thereby the enteric myenteric and submucosal regions of the cryosections were collected. Prior to RNA isolation lysis buffer was added and AdhesiveCaps were incubated upside down for 30 min at room temperature. RNA quality from randomized representative samples was assessed in preliminary experiments using the Experion RNA HighSens Assay (Biorad) and yielded good results in both the muscular and mucosal samples (average RIN 7.4).

### Isolation and culture of GFAP-expressing enteric glia

Enteric glial cultures were propagated from FVB/hGFAP-EGFP transgenic mice expressing green fluorescent protein under the control of the human GFAP-promotor [33]. At approximately postnatal day 7, all mice of the same litter were sacrificed by decapitation, small intestines removed, screened for GFP-positivity, pooled and further processed as described before [34]. Cells were resuspended in Dulbecco’s modified Eagle medium (DMEM)/F-12 medium supplemented with Glutamax (Life Technologies, Darmstadt, Germany), penicillin (100 U mL^-1^; PAA, Coelbe, Germany), streptomycin (100 mg mL^-1^; PAA), B27 without vitamin A (1:50; Invitrogen), N2 (1:100; Invitrogen), sorted for GFP by flow cytometry and seeded onto culture dishes coated with poly-ornithine (0.01%), fibronectin and laminin (both 1 μg cm^-2^; Sigma-Aldrich). Epidermal growth factor (EGF; 40 ng mL^-1^; Peprotech, Hamburg, Germany) and basic fibroblast growth factor (bFGF; 40 ng mL^-1^; Peprotech) were added daily and cells cultured under hypoxic conditions (2% O_2_) in a humidified incubator at 37°C. Cell culture medium was changed by 50% every 2–3 days.

For LPS-stimulation experiments, cells were passaged after 2 weeks and seeded on uncoated plastic dishes to promote spheroid formation. Cells from each animal preparation (n = 3) were split into two six well dishes, one stimulated with LPS (100 μg mL^-1^, from E. coli O26:B6, Sigma Aldrich, potency 3 EU/ng). After 48 h, cell culture supernatants were collected for cytokine measurements and cells processed for total RNA isolation.

### Microarray analysis

Total RNA from gliospheres was extracted and RNA integrity (RIN > 7) assessed using the Bioanalyzer technology (Agilent Technologies, Waldbronn, Germany) and further processed on Illumina microarrays according to the manufacturer’s instructions (MouseRef-8v2.0 Expression BeadChip, Illumina, San Diego, USA). Data analysis was performed at the IZKF core facility and Dept. of Bioinformatics of University Wuerzburg. Briefly, raw data was background-corrected (normexp method) and normalized (VSN method); microarray probes referring to unexpressed genes (detection p-value > 0.05 in all samples), known bad assay performance or with no assigned genes were removed from the dataset. Moderated t-tests were used for detection of differentially expressed genes. Analyses were performed in the R environment (Version 3.3.1) [35] with Bioconductor extension packages “vsn”, “made4”, “limma” and “illuminaMousev1p1.db”. Enrichment analyses were performed with DAVID [36,37].

To visualize the differentially expressed genes and their association with Gene Ontology (GO) terms [38,39], a color-coded Voronoi diagram was created [40]. We selected GO annotation terms of the same high hierarchical level to achieve accumulation of a limited set of terms. The calculation of the Delaunay triangulation and the subsequent calculation of Voronoi tessellation was done in R by application of the deldir package (Version 0.1–9) [41].

Data have been deposited in NCBI's Gene Expression Omnibus [42] and are accessible through GEO Series accession number GSE78015 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE78015).

### Comparative transcriptome analysis

The global transcriptional datasets generated in this study were compared with data from previous studies, deposited in public databases (NCBI Gene Expression Omnibus, GEO; S2 Table) [42]. R/Bioconductor and the software package “virtualArray” were used to combine all data into one dataset (virtual array) [35,43]. The resulting new array was exported and analyzed in TM4 MeV [44] and Archaeopteryx [45], which was further used to employ hierarchical clustering analysis to show similarities or differences to cells of related identity or other cells of interest [46].

### nCounter analysis

The nCounter technology (NanoString^®^ Technologies, Seattle, USA) was employed to validate microarray data as described before [47]. A customized CodeSet was designed consisting of 60 genes identified in the microarray dataset as particularly interesting candidates, including 7 reference genes. The CodeSet probes were designed to bind at the same nucleotide position as the Illumina probes used in the microarray assay (S3 Table). In order to yield sufficient amounts of RNA, we pooled intestines of 5 separate litters of transgenic hGFAP-EGFP animals and measured in three technical replicates. Data acquisition and normalization was carried out using the nSolver analysis software version 2.5 (NanoString^®^ Technologies).

### Cytokine 20-Plex Bead Array

Cytokine and chemokine contents of gliosphere culture supernatants were quantified using the multiplexed protein profiling Luminex^®^-method following the manufacturer’s protocol (Cytokine Mouse 20-Plex Panel; Invitrogen, Karlsruhe, Germany). Analyses were done in triplicates as previously described [48,49] (Luminex Corporation, Austin, USA) employing the StarStation software (ACS, Sheffield, UK).

### Statistical analyses

Statistical analysis was performed with the nonparametric Mann-Whitney-U-Test or, if the criterion of normal distribution was met, with univariate ANOVA. All statistical tests were performed using SPSS (IBM). Results are given as mean ± standard deviation. The level of statistical significance was set at p<0.05, indicated with asterisk (*). Grading in significance is indicated as follows: *p<0.05, **p<0.01, ***p<0.001. A p-value between 0.05 and 0.10 was considered as moderate evidence for statistical significance and biological relevance and indicated with a hash (^#^).

## Results

### Gene expression analysis of enteric glia in a hyperinflammation rat model *in vivo*

The effects of a systemic inflammatory insult on the EGC network were analyzed in an *in vivo* LPS-mediated hyperinflammation rat model. Glial marker expression was quantified on mRNA and protein level in duodenal, ileal and colonic tissue segments. By quantitative PCR analysis we found significantly increased levels of *Gfap* gene expression in the duodenal (6.8±1.7-fold; p < 0.01) and colonic (5.5±1.6-fold; p < 0.01) segments of whole intestinal wall preparations 4 h after intravenous LPS injection compared to sham-treated controls (Fig 1A–1C). This increase did not coincide with an overall glial marker expression increase, since *S100b* expression in fact decreased after LPS treatment to 0.6-fold in duodenal and ileal, and to 0.4±0.1-fold (p < 0.01) in colonic segments. In contrast to the duodenum and colon, *Gfap* expression in ileal segments showed no significant alteration, however the sham group already reached relative expression values close to those observed in LPS-treated duodenal and colonic samples.

**Fig 1:**
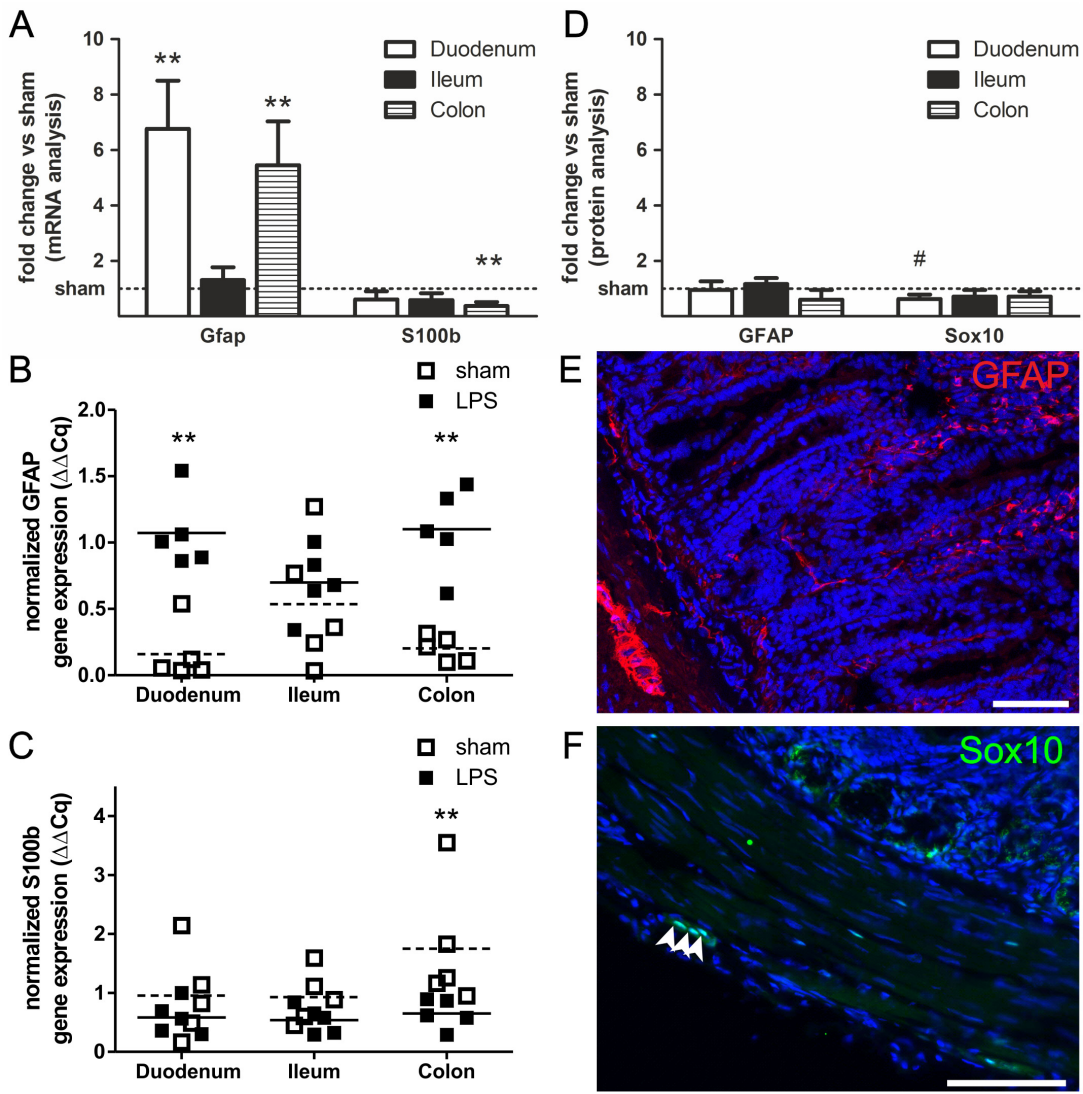
*Gfap* gene expression upregulation in hyperinflamed intestinal rat tissue. (A) Quantitative PCR analysis of glial marker expression in whole intestinal wall preparations from duodenal, ileal and colonic segments shows that *Gfap* gene expression but not *S100b* expression is upregulated in hyperinflamed gut tissue. We found increases in *Gfap* expression in duodenal segments by 6.8-fold and in colonic segments by 5.5-fold with a concurrent decrease of *S100b* expression to the 0.4-fold. In ileal samples no significant changes were observed. Absolute normalized gene expression of Gfap (B) and S100b (C) normalized to the reference genes (ΔΔCq). Means of LPS-treated samples (filled symbols) are indicated with lines, means of sham-treated samples (empty symbols) are indicated with dashed lines. (D) Quantification of immunohistochemical stainings for intramuscular GFAP (E, representative duodenal staining) and the glial transcription factor Sox10 (F, representative duodenal staining). 4 h after LPS injection we did not observe any significant alterations on protein level. Counts of Sox10-positive nuclei in the myenteric plexus show a tendency to be reduced upon LPS treatment in the duodenum, on average we counted 3.6 Sox10-positive nuclei per image in LPS-injected animals and 5.8 nuclei in sham-treated controls. Results (mean ± standard deviation) are given as fold change relative to sham group set to 1, as indicated by the horizontal line, n = 5, ^#^ p < 0.10, ** p < 0.01, scale = 100 μm.

Next, we aimed to analyze the region-specificity of LPS-responsive glia in our model. Thus, we excised myenteric, submucosal and mucosal tissue segments via laser capture microdissection (Fig 2A) and performed subsequent qPCR analysis. Interestingly, the LPS-group revealed a highly significant mRNA increase in the myenteric plexus of duodenal samples by 17.2±5.2-fold (Fig 2B, p < 0.01), of ileal *Gfap* level by 3.5±0.8-fold (p < 0.01, Fig 2C) and of colonic samples by 15.0±3.1-fold (Fig 2D, p < 0.01). As described before, we observed a concurrent decrease in *S100b* expression, reaching significant values in the small intestine to the 0.4-fold in the duodenum (p < 0.01) and to the 0.5-fold in the ileum (p < 0.05). Noteworthy, no significant effects on *Gfap* or *S100b* expression were detected within the submucosal and whole mucosal regions.

**Fig 2:**
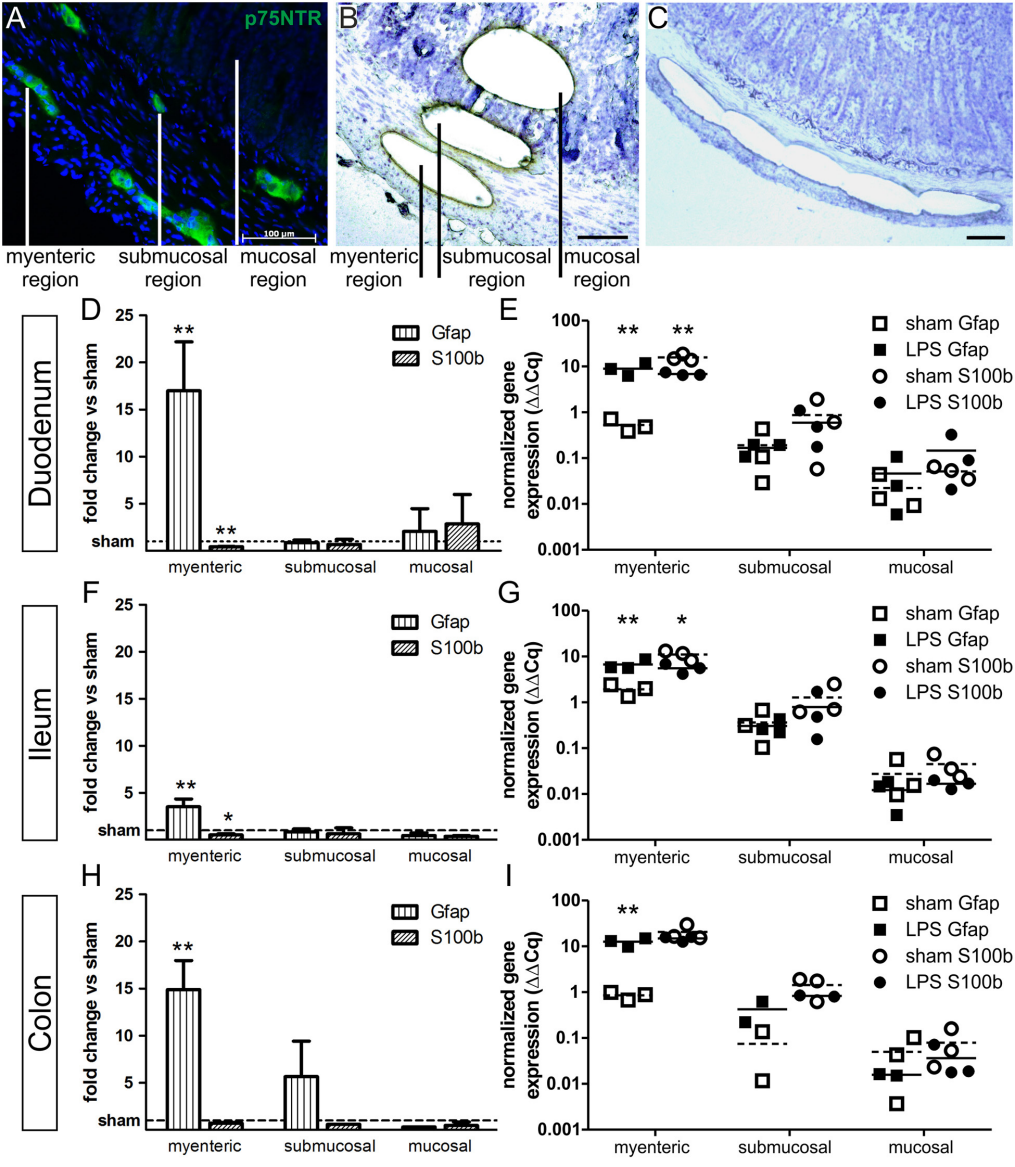
LPS-induced *Gfap* and *S100b* gene expression alterations are confined to the myenteric plexus. (A) Immunohistochemical staining of p75 neurotrophin receptor (p75NTR) indicating the position of myenteric and submucosal plexus structures within the tissue. (B-C) Cresylviolet-stained tissue section showing exemplary myenteric, submucosal and mucosal tissue segments cut and catapulted for mRNA transcript level analysis (B) and sequential excision of segments, here shown for the myenteric region (C). (D, F, H) Quantitative PCR analysis of laser-dissected myenteric, submucosal and mucosal tissue segments of duodenal (D), ileal (F) and colonic (H) samples. In all intestinal regions the significant upregulation of *Gfap* up to the 17.2±5.2 fold change in the duodenum and downregulation of *S100b* gene expression is confined to the myenteric plexus. Results (mean ± standard deviation) are given as fold change relative to sham group set to 1. (E, G, I) Absolute normalized gene expression of Gfap (sqares) and S100b (circles) in duodenal (E), ileal (G) and colonic (I) segments, plotted on a logarithmic scale. Means of LPS-treated samples (filled symbols) are indicated with lines, means of sham-treated samples (empty symbols) are indicated with dashed lines. n = 3, *p<0.05, **p<0.01, scale = 100 μm.

Despite the fact that significant protein changes after only 4 h of treatment might not be expectable due to the delay of translation we included estimation of protein expression levels, too. We quantified GFAP+ and Sox10+ cells within the muscular layer/myenteric plexus on histological sections after immunohistochemistry (Fig 1B–1D). The cytoplasmic GFAP (Fig 1C) was quantified by pixel measurements and Sox10+ cells were determined by counting the Sox10+/DAPI+ co-labeled cell nuclei (Fig 1D). We observed a statistical tendency for LPS-induced reduction of Sox10+ glia by 38% in the duodenum (p < 0.10), in total numbers a reduction from on average 5.8 Sox10+ nuclei counted per image to 3.6 Sox10+ nuclei. The intramuscular GFAP quantification showed no significant alterations 4 h after LPS injection.

In analogy to the glial cell analysis, we also assessed neuronal mRNA transcript and protein levels upon LPS-treatment (S1 Fig). However, neither pan-neuronal markers (*Uchl1/PGP 9*.*5*, HuC/D) nor neuronal subtype markers such as for the cholinergic (*Chat*) and nitrinergic (*Nos1*) subpopulations showed statistically significant alterations upon LPS stimulation. Similar to the glial Sox10 protein analysis we merely observed a statistical trend for decreased neuronal cell number in the small intestine by 30% at most (S1B Fig). To summarize, 4 h after LPS injection the overall neuronal and glial populations showed a tendency for reduced cell numbers, but the myenteric glial subpopulation showed a rapid activation and *Gfap* upregulation was only detected on mRNA level within the experimental time frame.

### Gene expression analysis of GFAP-glia after LPS-stimulation *in vitro*

In addition to the *in vivo* study we further investigated specific functions of the GFAP-expressing glial subpopulation in a prolonged acute inflammatory microenvironment *in vitro*. GFAP-glia were isolated from LMMP-preparations from hGFAP-EGFP transgenic mice by flow cytometry (Fig 3A–3C) and propagated as free-floating primary ‘gliospheres’ from the GFAP+ population (Fig 3D–3F). After two weeks in culture, 60% of the cells within the gliospheres were still strongly GFP-positive as confirmed by flow-cytometry (Fig 3F) and spheres stained positive for GFAP (Fig 3G) and S100B (Fig 3H). Noteworthy, alpha smooth muscle actin-positive (Fig 3K) but no prominent vimentin-positive (Fig 3J) cells were detected.

**Fig 3:**
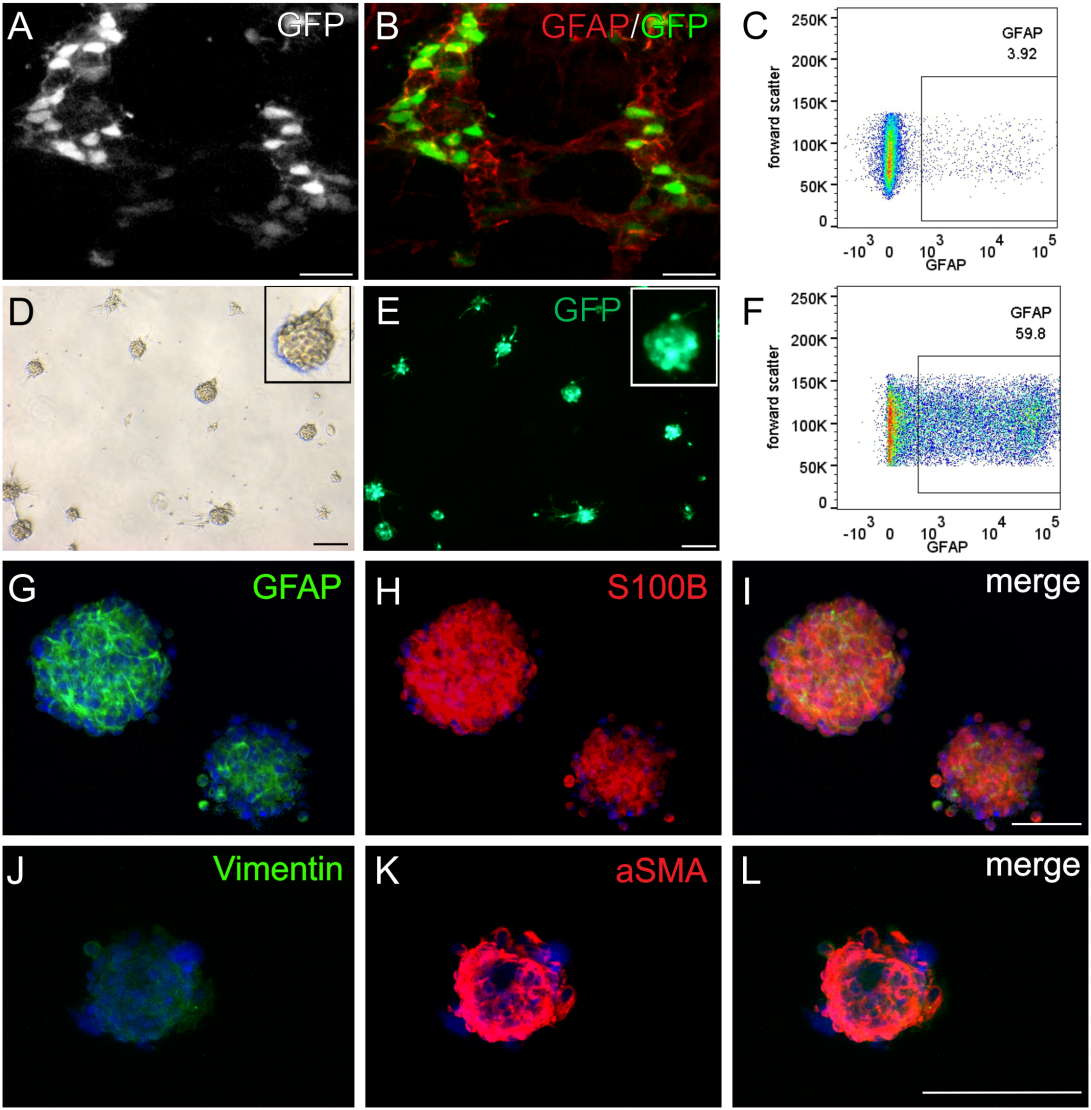
GFAP-expressing glia sorted for EGFP reporter via flow cytometry and expanded in culture. (A) Endogenous GFP fluorescence and (B) overlay with GFAP antibody staining in LMMP strips from transgenic postnatal day 7 mice visualizes that only cells within the plexus structures express GFP in varying intensities. (C) Flow-cytometry analysis of the muscle tissue digest; the gated GFAP-GFP-positive population was sorted and cultured *in vitro* to propagate gliospheres. (D) Brightfield and (E) fluorescence microscopy of gliospheres cultured for 2 weeks *in vitro* shows the formation of gliospheres with a majority of cells expressing GFP. (F) Flow-cytometry analysis of glial culture 2 weeks after initial cell sorting reveals a strong GFP-positivity of about 60% of the total cell population. Immunohistochemical stainings show that the major proportion within gliospheres consists of glial cells positive for GFAP (G) and S100B (H) but spheres also contain cells expressing alpha smooth muscle actin (αSMA, Fig 3K) but are devoid of strongly vimentin-positive cells (J). Scale = 100 μm.

Gliospheres were stimulated with LPS for 48 h and cell culture supernatants were analyzed for secreted cytokines, chemokines and growth factors by multiplex protein profiling (Fig 4). Thus, we detected elevated levels of several pro-inflammatory cytokines including interferon (IFN)-γ, interleukin (IL)-1ß, IL-6 and the monocyte chemoattractant protein (MCP)-1. Only IFN-γ increase reached high statistical significance, the other cytokines showed fluctuating protein concentrations in the independent experiments but an overall increase in secreted levels after LPS-stimulation. Other pro-inflammatory cytokines showed no increased secretion such as IL-2, IL-12 and tumor necrosis factor (TNF)-α. Interestingly, we also detected elevated levels of several anti-inflammatory cytokines including IL-4 and IL-5 suggesting a complex regulatory role of glia.

**Fig 4:**
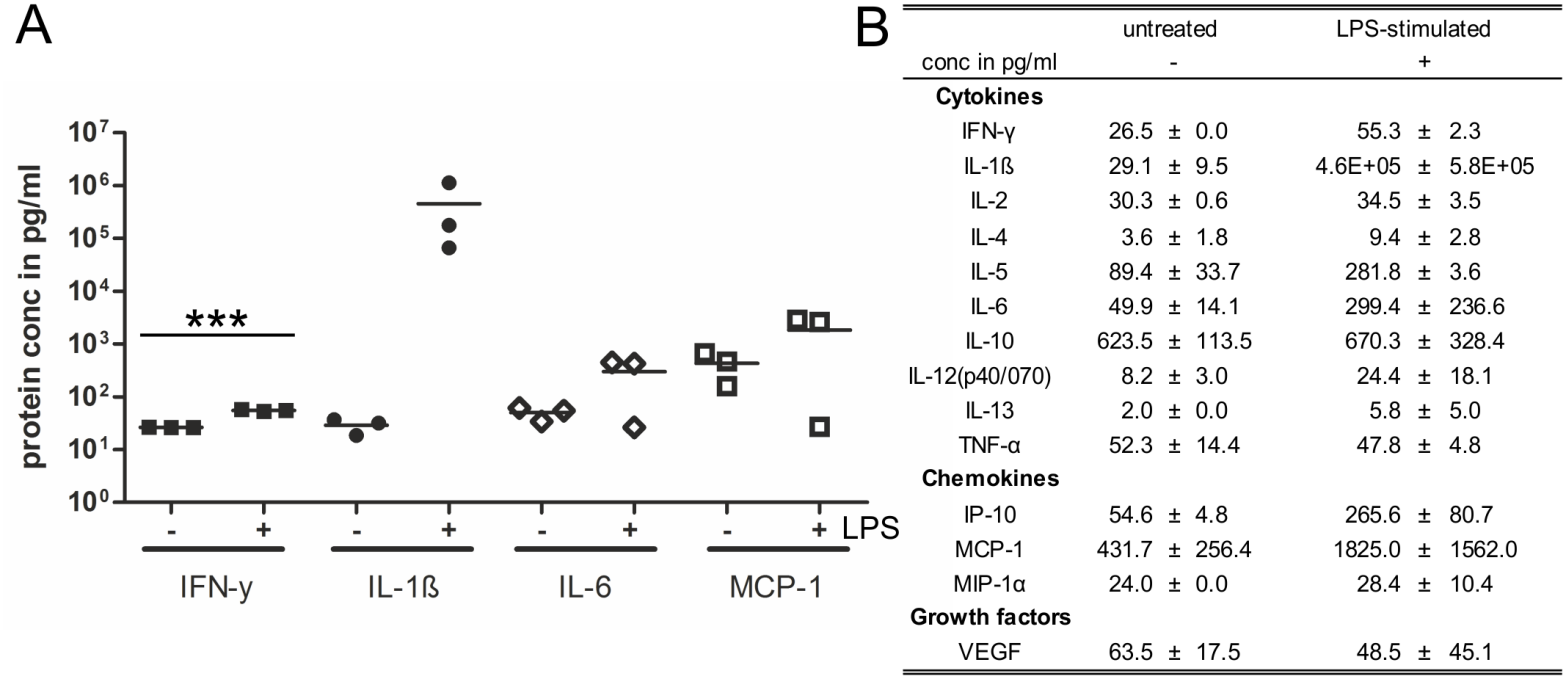
Signaling molecules secreted by GFAP-expressing glia. (A) Secretion of selected pro-inflammatory signaling molecules by untreated (-) and LPS-challenged (+) gliospheres. Each data point represents an independent experiment, n = 3, ***p<0.001. (B) Tabular summary of all signaling molecules measured.

In the next step, we isolated total RNA from all samples and performed a whole transcriptome analysis to detect overall LPS-induced modifications in gene expression profiles. Thus, we identified 70 differentially expressed genes upon LPS-stimulation (S4 Table). 

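RNA from 3 groups was hybridized to Illumina mouse expression bead arrays, with 3 arrays per group. The groups were untreated gliospheres, LPS-stimulated gliospheres, and GFAP-glia that went from the cell sorter into lysis buffer without culture (GFAP-glia in vivo). The cells came from small intestines of hGFAP-EGFP mice at about postnatal day 7, in which the human GFAP promoter drives the green fluorescent protein used for sorting, and gliospheres grew from them over about 2 weeks. LPS, lipopolysaccharide of the outer membrane of gram-negative bacteria, was given at 100 µg/ml for 48 h. By the series design each replicate is 1 litter, and the LPS-stimulated and untreated gliospheres of the same number share a preparation. The main LPS test does not use this pairing. Its p-values rest on a spread pooled over all 3 groups, the in vivo arrays included.

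The signals deposited by the authors are GenomeStudio intensities without background correction or normalization, each with a detection p-value. Most cells had lost their decimal point, which was restored by pairing each signal with the normalized value of the same probe and array. The median signal was 193.6 to 215.5 on the untreated arrays and 145.2 to 195.6 on the LPS arrays, and 47.0 to 48.9% of the probes on these 6 arrays were detected at a detection p of 0.05 or less. As in the study's methods, the signals were background-corrected by normexp and normalized together by variance stabilization (VSN), and probes detected on none of the 9 arrays were left out, as were probes without a gene symbol. This left 14794 probes of 10795 genes. Group means were compared by limma's moderated test, with Benjamini-Hochberg adjustment over all probes. Where a gene was above background on none of a group's arrays, the fold is given as a lower bound, against the lowest signal of detected probes on those arrays. The number of arrays limits the precision, and so does the spread of the in vivo arrays, which is pooled into the LPS test. The fit's median SD per probe was 0.429 with all 9 arrays and 0.236 with only the gliosphere arrays. The simulation took the pooled spread. Of simulated log2 changes of 2, the fit called 36 of 66 (54.5%), and of simulated changes of 1 it called 1 of 67. It called 41 probes in all, against 122 in the real comparison, and fewer changed probes make the adjusted threshold stricter.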

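LPS-stimulated gliospheres differed from untreated gliospheres in 112 genes, of which 89 were higher and 23 lower with LPS at an adjusted p under 0.05 (limma). Cebpb, a transcription factor of the acute-phase response, rose from 9.69 ± 0.28 to 12.48 ± 0.23 (normalized log2 signal, mean ± SD, n = 3), a log2 fold change of 2.79 (standard error 0.23, adjusted p = 0.00201). Tnfaip2, a gene induced by tumor necrosis factor, rose by 4.13 (standard error 0.32, adjusted p = 0.00201), and Cyp7b1, a hydroxylase of oxysterols, by 4.47 (standard error 0.53, adjusted p = 0.00705). Both were above background on 1 of 3 untreated arrays, and their log2 fold changes were 1.71 and 1.53 with the authors' normalized values. Among the lower genes, Ramp1, a subunit of the receptor for calcitonin gene-related peptide, fell by a log2 fold change of -2.45 (standard error 0.29, adjusted p = 0.00719). Ntsr1, a receptor of neurotensin, was at least 3.56-fold lower with LPS (adjusted p = 0.0067) and was above background on 0 of 3 LPS arrays. Bmp4, a growth factor of the bone morphogenetic protein family, fell from 7.68 ± 0.11 to 4.74 ± 0.70 (log2 fold change -2.94, standard error 0.39, adjusted p = 0.0113). With the authors' normalized values Bmp4 and Ntsr1 did not pass (log2 fold changes -1.01 and -0.64, adjusted p = 0.0659 and 0.2). The collagen gene Col28a1 fell by a log2 fold change of -3.83 (standard error 0.57, adjusted p = 0.0183).

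**Figure D1:**
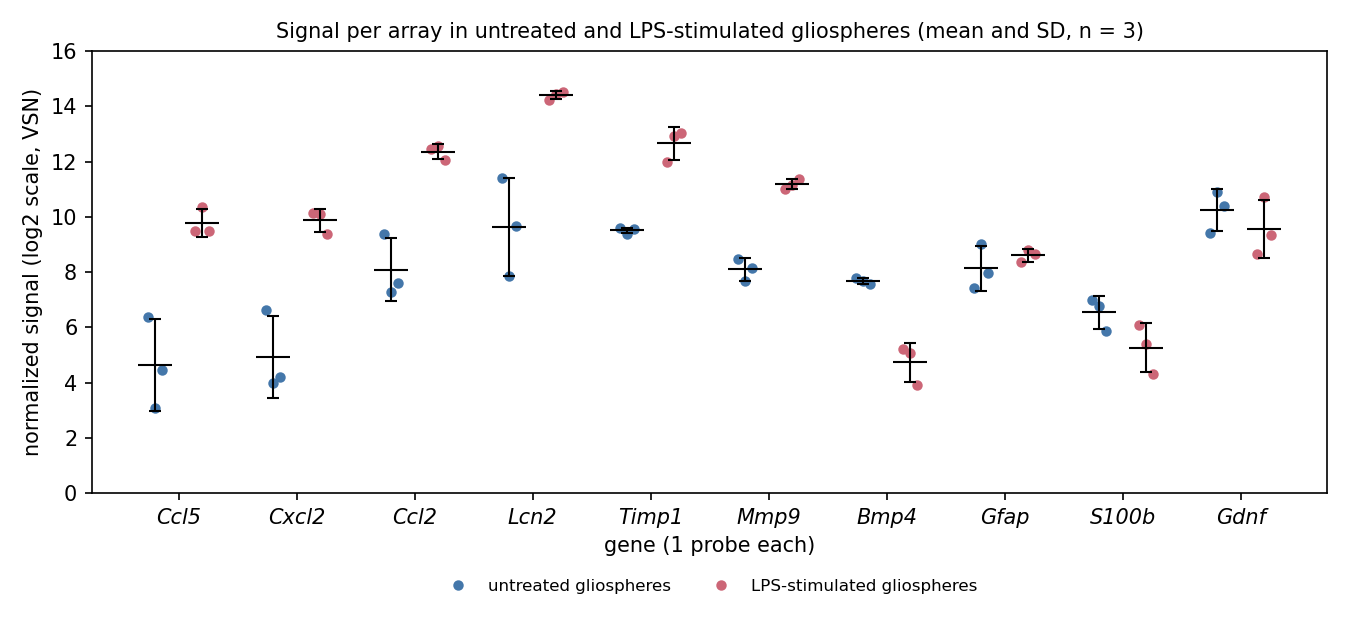
Normalized signal (log2 scale) of 10 genes on each array of untreated and LPS-stimulated gliospheres, with 1 point per array, a line at the mean and bars for the SD (n = 3). For Ccl5, Cxcl2, Ccl2, Lcn2, Timp1 and Mmp9 the 3 LPS arrays lie above the 3 untreated arrays and for Bmp4 below them, and the untreated arrays lie further apart than the LPS arrays for Ccl5, Cxcl2, Ccl2 and Lcn2.

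Other genes that rose were Saa3, an acute-phase serum amyloid (log2 fold change 4.89, standard error 0.74, adjusted p = 0.0184), Ms4a6d, a membrane-spanning protein known from macrophages (4.86, standard error 0.76, adjusted p = 0.0207), and the pheromone receptor gene Vmn1r181 (5.10, standard error 0.82, adjusted p = 0.0246). With the authors' normalized values Ms4a6d, above background on 1 of 3 untreated arrays, rose by 1.53, and Vmn1r181, above it on 2 of 3, by 2.47. With the replicate number as a block, Ms4a6d had an adjusted p of 0.0521 and Vmn1r181 of 0.0639. This block also joins the in vivo arrays by number, which the labels do not tie to the gliospheres. With only the gliosphere arrays and the litter as a block, a setting chosen after seeing the data, Ms4a6d (adjusted p = 0.0538), Col28a1 (0.0708) and Bbox1 (0.0712) did not pass, and Vmn1r181 (0.0376) and Clec14a (0.0359) did. Other genes that fell were Hspb3, a small heat shock protein (log2 fold change -2.80, standard error 0.42, adjusted p = 0.0187, above background on 1 of 3 LPS arrays, and -0.95 with the authors' normalized values), the matrix protein Spon1 (-2.60, standard error 0.39, adjusted p = 0.0183), the secreted protein Angptl1 (-2.31, standard error 0.31, adjusted p = 0.0117) and the mitochondrial protein Efhd1 (-2.29, standard error 0.35, adjusted p = 0.0187). Bbox1, an enzyme of carnitine synthesis, was at least 1.95-fold lower (adjusted p = 0.0445, with the replicate number as a block 0.117), and the endothelial lectin gene Clec14a at least 1.57-fold lower (adjusted p = 0.0184, with the replicate number as a block 0.0631). With the authors' normalized values neither passed, and Bbox1 also did not with quantile normalization, without background correction, without the detection filter or with only the 2 groups. Of 56 genes past the test that were followed through the fits without 1 of the 9 arrays, 15 passed in each, among them Cebpb, Tnfaip2, Cyp7b1, Ramp1 and Ntsr1, while the others lost the call in at least 1 such fit, at adjusted p up to 0.0605 for Bmp4 (without untreated replicate 1, 2 or 3), 0.102 for Col28a1 (without untreated or LPS replicate 2 or 3), 0.125 for Vmn1r181 (without any LPS array or untreated replicate 3) and 0.214 for Bbox1 (without any of the 6 gliosphere arrays or in vivo replicate 2), and at up to 0.117 for the remaining genes named here. The count of 112 was 61 without untreated replicate 1, 43 without untreated replicate 2, 31 without untreated replicate 3, 39 without LPS replicate 2, 37 without LPS replicate 3, 200 without in vivo replicate 1, 248 with only the gliosphere arrays in the fit (171 higher and 77 lower) and 375 with array weights (237 higher, 137 lower and 1 both ways). In settings chosen after seeing the data it was 258 with only the gliosphere arrays and the litter as a block (170 higher and 88 lower), and with the authors' normalized values of these arrays 425 (252 higher and 173 lower) and, with the litter as a block, 1054 (510 higher and 544 lower), where higher genes were no longer the larger part.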

Genes were analyzed by annotations of the representative gene products according to biological functions in the Gene Ontology (GO) database. From this bioinformatics resource significantly over-represented annotations of the gene products to GO-terms were derived, describing their cellular compartment localization, molecular function and involvement in biological processes (Fig 5, S5 Table). For the cellular localization, we found the significantly differentially expressed genes annotated to terms describing the extracellular space (Fig 5A). 

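Genes of secreted proteins took up a large share of the LPS response. Of 139 measured genes of chemokines, cytokines, acute-phase proteins, metalloproteinases and extracellular matrix, 27 rose with LPS by at least 1 probe and 2 fell, and these 29 were 25.9% of the genes past the test against 1.3% of the genes tested. The number expected from the share tested was 1.4 (exact hypergeometric test, p = 1.7e-30, which treats genes as independent). These gene lists were written when the paper's tables of genes from these arrays had been seen, so this p is not independent evidence. Mmp9, a gelatinase that breaks down basement membranes, rose from 8.10 ± 0.40 to 11.18 ± 0.18 (mean ± SD, n = 3; log2 fold change 3.08, standard error 0.29, adjusted p = 0.00261). Timp1, an inhibitor of these enzymes, rose from 9.51 ± 0.10 to 12.66 ± 0.59 (log2 fold change 3.15, standard error 0.32, adjusted p = 0.00403).

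Of 27 metalloproteinases and inhibitors, 6 rose, 0 fell and 21 did not pass (7 higher when adjusted over the list alone; camera adjusted p = 5.5e-09). Mmp3, a stromelysin, was at least 4.92-fold higher with LPS (adjusted p = 0.00361), and Mmp10, another stromelysin, rose by a log2 fold change of 3.18 (standard error 0.39, adjusted p = 0.00829). Of 22 acute-phase and antimicrobial proteins, each by its chosen probe, 5 rose, 0 fell and 17 did not pass (13 higher when adjusted over the list alone; camera adjusted p = 1.3e-17). By any probe 7 passed, with Ptx3 and Hp, which are named after their values were seen. Cp, the copper-carrying ferroxidase ceruloplasmin, rose from 7.45 ± 0.93 to 11.80 ± 0.33 (log2 fold change 4.36, standard error 0.55, adjusted p = 0.00959). Of 50 collagens and matrix glycoproteins, 2 rose, 2 fell and 46 did not pass (5 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.375). The proteoglycan genes Dcn (log2 fold change 3.83, standard error 0.50, adjusted p = 0.011) and Lum (2.08, standard error 0.30, adjusted p = 0.0166) rose, and the elastin gene Eln fell (-1.52, standard error 0.22, adjusted p = 0.0176, with the replicate number as a block 0.059). With only the gliosphere arrays and the litter as a block, chosen after seeing the data, Eln passed (adjusted p = 0.0286). Mmp10 lost the call without untreated replicate 3 (adjusted p = 0.0524) and Cp without LPS or untreated replicate 3 (up to 0.0554). Dcn lost it without LPS replicate 2 or 3 or untreated replicate 3 (up to 0.0632), and Lum and Eln in at least 5 of the fits without 1 gliosphere array (up to 0.0966 for each).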

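Chemokine ligands, small secreted proteins that attract leukocytes, were higher in LPS-stimulated than in untreated gliospheres. Of 17 measured, 9 rose, 0 fell and 8 did not pass (10 higher when adjusted over the list alone; camera adjusted p = 1.3e-14). Cx3cl1, the membrane-anchored fractalkine, rose from 6.69 ± 0.30 to 10.20 ± 0.36 (mean ± SD, n = 3), a log2 fold change of 3.52 (standard error 0.28, adjusted p = 0.00201). The neutrophil attractants Cxcl2 and Cxcl5 rose by 4.94 (standard error 0.65, adjusted p = 0.0113) and 4.94 (standard error 0.89, adjusted p = 0.0445, with the replicate number as a block 0.0502). Cxcl16, which attracts T cells, rose by 4.47 (standard error 0.80, adjusted p = 0.0418). These 3 genes were above background on 1 of 3 untreated arrays, and with the authors' normalized values rose by 2.53 (Cxcl2), 1.93 (Cxcl5) and 1.89 (Cxcl16).

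Of 23 cytokines and colony stimulating factors, 3 rose, 0 fell and 20 did not pass (7 higher and 1 lower when adjusted over the list alone; camera adjusted p = 6.1e-06). Csf2, the granulocyte-macrophage colony stimulating factor, was at least 6.61-fold higher with LPS (adjusted p = 0.0153). Il6, a cytokine that drives the acute-phase response, was at least 3.99-fold higher (adjusted p = 0.0166) and Il11, of the same family, at least 1.76-fold higher (adjusted p = 0.0441, with the replicate number as a block 0.0752, with the authors' normalized values 0.287). Il11 also did not pass with a trended and robust eBayes fit, without background correction, without the detection filter or with quantile normalization. In a fit of only the gliosphere arrays with the litter as a block, chosen after seeing the data, Csf2 (adjusted p = 0.0525) and Il11 (0.0515) did not pass, while Cxcl5 (0.0296) and Csf1 (0.0265) did. Csf1, which maintains macrophages, had a log2 fold change of 2.14 (standard error 0.55, adjusted p = 0.178). Left-out arrays ended the calls of Cxcl2 (LPS replicate 2, untreated replicate 2 or 3, adjusted p up to 0.0652), Csf2 (LPS or untreated replicate 2 or 3, up to 0.0885), Il6 (any gliosphere array but LPS replicate 2, up to 0.0914) and Cxcl16 (any LPS array, untreated replicate 2 or 3 or in vivo replicate 3, up to 0.177). Cxcl5 and Il11 passed in 1 of the 9 fits with an array left out (adjusted p up to 0.183 and 0.182), and Csf1 passed without in vivo replicate 1 and with the authors' normalized values (0.0048).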

Respectively, for the molecular function we found over-represented associations to signaling processes such as cytokine and chemokine activity (Fig 5B). 

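Cd14 and Tlr2, receptors for bacterial products, and 7 components and feedback regulators of NF-kB, a transcription factor of inflammation, rose in LPS-stimulated gliospheres. Cd14, a co-receptor that binds LPS, rose from 3.99 ± 0.73 to 8.24 ± 0.31 (mean ± SD, n = 3), a log2 fold change of 4.26 (standard error 0.36, adjusted p = 0.00201). It was above background on 1 of 3 untreated arrays, and rose by 1.49 with the authors' normalized values. Tlr2, the Toll-like receptor for bacterial lipoproteins, rose from 8.34 ± 0.21 to 10.82 ± 0.41 (log2 fold change 2.48, standard error 0.28, adjusted p = 0.0067). Map3k8, a kinase that relays Toll-like receptor signals, rose by 2.79 (standard error 0.30, adjusted p = 0.00483).

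Of 23 NF-kB components and feedback regulators, 7 rose, 0 fell and 16 did not pass (14 higher when adjusted over the list alone; camera adjusted p = 1.2e-27). By any probe 8 passed, with Tnip1, which is named after its values were seen. The inhibitors Nfkbia (log2 fold change 2.63, standard error 0.33, adjusted p = 0.00829) and Tnfaip3 (3.08, standard error 0.44, adjusted p = 0.0161) were among them. Of 19 genes of LPS and Toll-like receptor sensing, 3 rose, 0 fell and 16 did not pass (5 higher when adjusted over the list alone; camera adjusted p = 1.1e-06, but adjusted p = 0.0534 with an estimated correlation). Lbp, the LPS-binding protein, was at least 1.21-fold higher (adjusted p = 0.0316, with the authors' normalized values 0.233), and also did not pass with a trended and robust eBayes fit, without background correction, without the detection filter or with quantile normalization.

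Of 32 interferon-stimulated genes, 3 rose, 0 fell and 29 did not pass (6 higher when adjusted over the list alone; camera adjusted p = 1.6e-06, but adjusted p = 0.268 with an estimated correlation). Gbp2, a guanylate-binding protein against intracellular pathogens, rose by a log2 fold change of 3.46 (standard error 0.51, adjusted p = 0.018). Its relative Gbp5 was at least 4.90-fold higher (adjusted p = 0.0316, with the replicate number as a block 0.0877), and the transcription factor Irf1 rose by 1.31 (standard error 0.23, adjusted p = 0.0381, with the replicate number as a block 0.114, and not past without the detection filter). Cxcl10, an interferon-induced chemokine, had 9.71 ± 0.11 against 6.76 ± 0.30 (adjusted p = 0.0755). Of 21 genes of antigen processing and presentation, 0 passed limma's test, 3 were higher at an unadjusted p under 0.05, and 1 was higher when adjusted over the list alone (camera adjusted p = 4.3e-04, but adjusted p = 0.12 with an estimated correlation). Of 5 genes of major histocompatibility class II, 0 passed and 0 had an unadjusted p under 0.05 (camera adjusted p = 0.866), and of 16 macrophage and leukocyte markers 0 passed and 3 were higher at an unadjusted p under 0.05 (camera adjusted p = 0.375). Fits without 1 gliosphere array ended the calls of Nfkbia (untreated replicate 3, adjusted p = 0.0575), Tnfaip3 (LPS or untreated replicate 2 or 3, up to 0.0954), Gbp2 (LPS replicate 1 or 2, untreated replicate 2 or 3, up to 0.0966), and Lbp, Gbp5 and Irf1 (at least 5 of the 6 arrays, up to 0.143, 0.166 and 0.213). Gliosphere arrays alone with the litter as a block, a fit chosen after seeing the data, left Lbp at an adjusted p of 0.0502, while Gbp5 (0.0343), Irf1 (0.0347) and Cxcl10 (0.0215) passed. Cxcl10 also passed without in vivo replicate 3, with the authors' normalized values (0.0014), with quantile normalization, array weights, a trended and robust eBayes fit and only the 2 groups, and without background correction.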

For the biological processes the LPS-affected genes were predominantly annotated to immunologic processes, with the GO-term “immune response” showing the most significant enrichment (enrichment by 7.7, p<0.001) (Fig 5C). However, the mere enrichment of the annotation does not imply the degree of differential expression of the respective gene. To visualize the expression parameters of the genes associated to the “immune response”-term, a color-coded voronoi diagram was created (Fig 5D). This diagram shows that the “immune response”-associated genes includes those genes with the highest fold-change increase in the dataset, such as chemokine (C-C motif) ligand 2 and 5 (Ccl2 and Ccl5).

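Ccl5 (RANTES), which attracts T cells and monocytes, had a normalized log2 signal of 9.77 ± 0.50 in LPS-stimulated and 4.64 ± 1.65 in untreated gliospheres (mean ± SD, n = 3), where it was above background on 1 of 3 arrays. This is a log2 fold change of 5.13 (standard error 0.69, adjusted p = 0.0123 from limma), and one of 2.51 with the authors' normalized values. With only the gliosphere arrays and the litter as a block, a setting chosen after seeing the data, Ccl5 did not pass (adjusted p = 0.0516). Ccl2 (MCP-1), the main attractant of monocytes, rose from 8.09 ± 1.14 to 12.36 ± 0.26, a log2 fold change of 4.27 (standard error 0.49, adjusted p = 0.0069). Ccl11 (eotaxin), which attracts eosinophils, was at least 3.92-fold higher with LPS (adjusted p = 0.0285), but did not pass with the authors' normalized values (log2 fold change 0.74, adjusted p = 0.0674). For each of the 3 genes, every LPS array lay above every untreated array. By chance, 3 against 3 arrays do not overlap, in either direction, in 10% of cases. The fold change of Ccl2 passed in every fit without 1 array. The call of Ccl5 was lost without LPS replicate 2 (adjusted p = 0.0724), LPS replicate 3 (0.0554) or untreated replicate 3 (0.0655), and that of Ccl11 without LPS replicate 1 or 3 or any untreated array (up to 0.139).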

**Fig 5:**
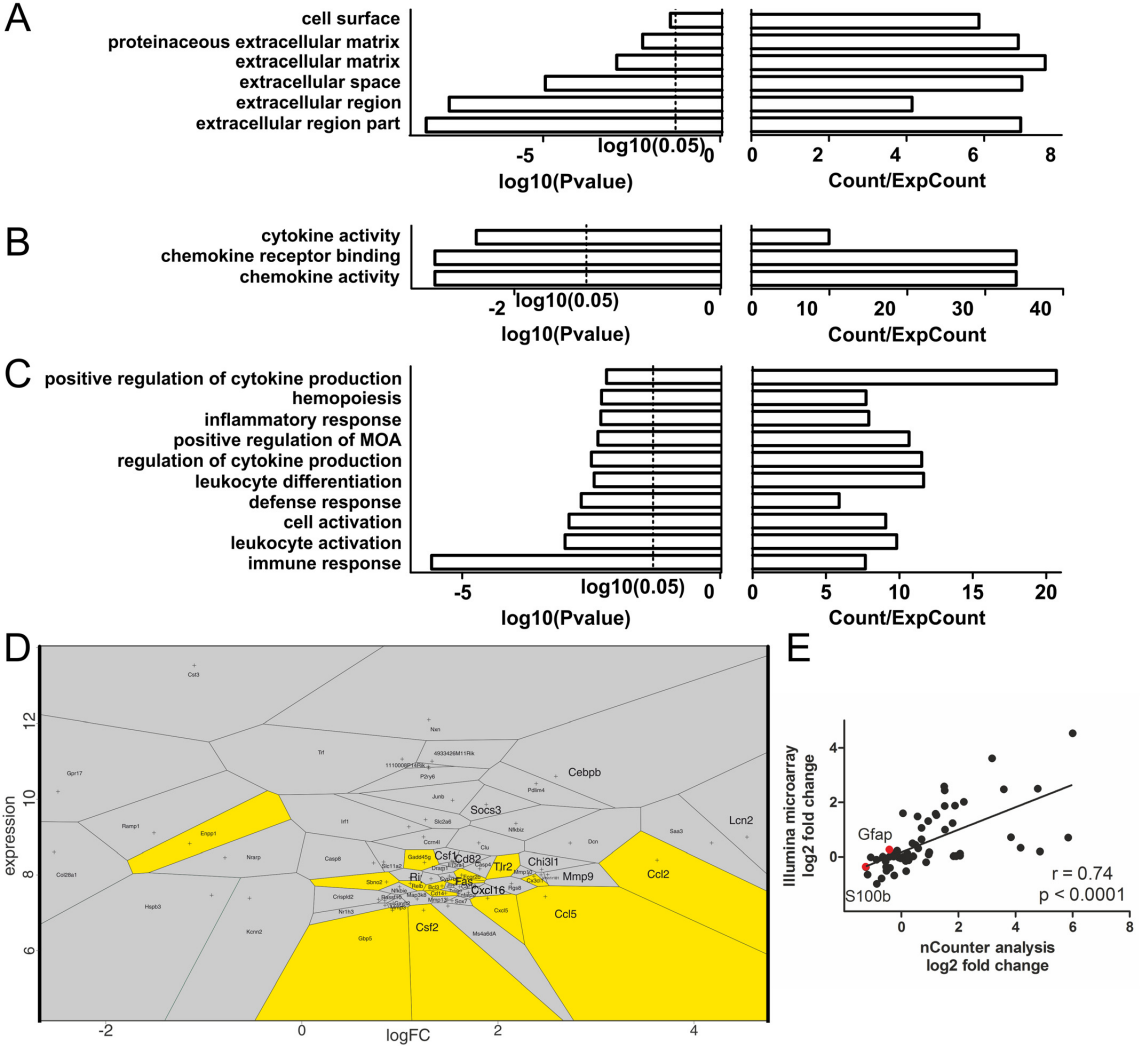
Significantly upregulated glial genes upon LPS stimulation are enriched in immunologic processes. (A-C) Bar charts displaying significantly enriched annotations of differentially expressed genes referring to cellular compartments (A), molecular functions (B) and biological processes (C). The level of significance is given as logarithm (log10) of the p-value calculated using the Benjamini correction. Enrichment is given as the count of genes associated to the respective term in the dataset relative to the expected count (Count/ExpCount). (D) Voronoi diagram displaying each significantly differentially expressed gene. Genes are plotted based on their absolute expression level and the relative expression change in response to LPS treatment given as fold change. The plotting area is segmented and a field is assigned to each gene, its size represents the unique character of the expression parameters. Yellow coloring indicates association of a gene product to the GO-term “immune response”, which is enriched with the highest significance. Genes associated to this term include some of those with the highest fold-change increase upon LPS-stimulation. Increased labeling font size indicates validation of expression with the nCounter technology. (E) Spearman correlation of 60 genes analyzed with the Illumina microarray and the Nanostring nCounter technology. The Spearman coefficient of 0.74 shows highly significant correlation (p<0.0001) of the results obtained with both technologies. Data points for the glial marker genes *Gfap* and *S100b* are highlighted in red.

For validation of our microarray data we chose the Nanostring nCounter assay and selected 60 genes, of which 14 ranked in the significantly differentially expressed gene set. 

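Of the 60 genes of the nCounter codeset, a direct count of transcripts with color-coded probes, 49 had a microarray probe among those tested, and 15 of these changed with LPS. Bmp4 was lower, and Ccl2, Ccl5, Ccl11, Cd82, Cebpb, Chil1, Csf2, Cxcl16, Fas, Il6, Lcn2, Mmp9, Runx1 and Tlr2 were higher. Of these, Bmp4, Ccl11, Il6 and Runx1 are not in the paper's S4 Table as read. Fas, a receptor that triggers apoptosis, rose from 5.85 ± 0.33 to 8.91 ± 0.48 (mean ± SD, n = 3), a log2 fold change of 3.06 (standard error 0.36, adjusted p = 0.00722). Chil1, a chitinase-like glycoprotein secreted in inflammation, rose by 3.18 (standard error 0.45, adjusted p = 0.0157), the membrane protein gene Cd82 by 2.15 (standard error 0.37, adjusted p = 0.0381, with the replicate number as a block 0.111, and not past without the detection filter), and Runx1, a transcription factor of blood cell development, by 1.85 (standard error 0.27, adjusted p = 0.0173, with the replicate number as a block 0.0605). With only the gliosphere arrays and the litter as a block, chosen after seeing the data, 14 codeset genes passed, Cd82 among them (adjusted p = 0.0262), and Runx1 did not (0.0534). The study chose the codeset to check these arrays, so the count is not independent evidence of a response. Of its reference genes, Dctn5, Idh3b and Pdha1, above background on all 6 arrays, had log2 fold changes of -0.01 to 0.02, while Nupl1 was above background on 2 of 3 and B3gat1 on 0 of 3 untreated arrays. The nCounter counts themselves are not analysed here. The 15 became 9 without LPS replicate 2, 8 without LPS replicate 3, 10 without LPS replicate 1, 7 without untreated replicate 2 and 6 without untreated replicate 3, and Chil1 lost the call without untreated replicate 2 or 3 (adjusted p up to 0.0843), Runx1 without LPS or untreated replicate 1 or 2 (up to 0.0979) and Cd82 without LPS replicate 2 or 3, in vivo replicate 2 or any untreated array (up to 0.19).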

Correlating the relative expression level changes upon LPS stimulation measured with both methods revealed a high significance with a Spearman coefficient of 0.74 (Fig 5E, P < 0.0001).

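Gfap, the intermediate filament of astrocytes and enteric glia, had a normalized log2 signal of 8.61 ± 0.23 in LPS-stimulated and 8.14 ± 0.81 in untreated gliospheres (mean ± SD, n = 3), a log2 fold change of 0.47 (standard error 0.43, adjusted p = 0.9998). S100b, a calcium-binding protein of glia, had 5.27 ± 0.88 against 6.55 ± 0.59 (log2 fold change -1.28, standard error 0.70, adjusted p = 0.842). Neither passed limma's test. Of 16 enteric glial markers, 0 passed limma's test under LPS, 3 were lower and 0 higher at an unadjusted p under 0.05, and 1 was lower when adjusted over the list alone (camera adjusted p = 0.0622). This list passed as lower with the authors' normalized values (camera adjusted p = 0.0251) and with quantile normalization (0.0422). Gfra3, the receptor of artemin, was above background on 0 of 3 LPS arrays, at least 1.50-fold lower than on the untreated arrays (adjusted p = 0.152), and passed with array weights, with only the 2 groups and, in a setting chosen after seeing the data, with the authors' normalized values of the gliosphere arrays and the litter as a block. Of 13 astrocyte markers 0 passed and 1 was higher at an unadjusted p under 0.05 (camera adjusted p = 0.495). Of 18 Schwann cell and myelin genes 0 passed, 1 was higher and 3 lower at an unadjusted p under 0.05 (camera adjusted p = 0.12, but 0.0452 with the replicate number as a block). Over the fits without 1 array, Gfap ranged from 0.11 to 0.91 and S100b from -1.69 to -0.81. S100b passed in a single alternative, the authors' normalized values of the gliosphere arrays with the litter as a block (log2 fold change -0.37, adjusted p = 0.0241).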

Worth mentioning, neither *Gfap* nor *S100b* transcript levels did change significantly upon LPS-stimulation in our analysis suggesting that the upregulation observed *in vivo* is mainly caused by an initially GFAP-negative cell population (highlighted in Fig 5E).

Finally, we extended our analysis to compare the transcriptome data with different tissues and cell types published in the Gene Expression Omnibus (GEO) database [42]. This comparative meta-analysis (Fig 6A) showed that directly sorted intestinal GFAP-glia cluster together with central and peripheral nerve cell types and differ from those GFAP-glia expanded *in vitro* for several weeks. 

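Within these arrays the comparison can be made between untreated gliospheres and GFAP-glia in vivo, with 3 arrays each, while the published data sets of other tissues and cell types are not analysed here. The cells of both groups were sorted for the same fluorescent reporter, and the gliospheres then spent the weeks of culture that the in vivo cells did not. This culture was at low oxygen with added growth factors, and by its end part of the cells had lost strong fluorescence by the paper's flow cytometry. The groups therefore differ in more than time. On the in vivo arrays the median intensity was 123.8 to 164.5 before normalization, and 46.6 to 50.1% of probes were detected. All arrays were normalized and fitted together, and each fold change is gliospheres relative to in vivo cells, so a negative value means lower in gliospheres. The series labels do not tie an in vivo array to the gliospheres of the same number, and no pairing was used. Of simulated log2 changes of 2 the fit called 42 of 66 (63.6%), and 3 of 67 at a change of 1. The simulation held few changed probes and called 45 in all, against 3704 in the real comparison. More changed probes loosen the adjusted threshold, so these shares are likely too low for the real culture comparison.

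In vivo replicate 1 stood apart from the other in vivo arrays. Its correlation with them was 0.91 and 0.898, against 0.962 between replicates 2 and 3, and its weight in a fit with array weights was 0.11. On this array smooth muscle markers lay 0.80, cell cycle genes 0.69 and intestinal epithelial markers 0.66 above the other in vivo arrays (median log2 difference), interferon-stimulated genes and endothelial markers 0.65 below them and immediate early genes 0.55 below. On in vivo replicate 3 interferon-stimulated genes lay 1.00 above, cell cycle genes 1.24 below and smooth muscle markers 0.81 below the other in vivo arrays.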

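Untreated gliospheres differed from GFAP-glia in vivo in 3129 genes at an adjusted p under 0.05 (limma), with 1620 higher and 1503 lower in gliospheres and 6 with probes in both directions. Many genes of enteric neurons were lower in gliospheres. Slc18a3, the vesicular acetylcholine transporter, had a log2 signal of 3.56 ± 0.61 in gliospheres and 11.17 ± 0.57 in vivo (mean ± SD, n = 3), at least 85.0-fold lower (adjusted p = 3.2e-05). Tac1, the precursor of substance P, fell from 12.70 ± 0.03 in vivo to 5.57 ± 0.76 (standard error 0.40, adjusted p = 7.9e-06). Of 33 neuronal markers, 21 were lower and 2 higher in gliospheres and 10 did not pass (23 lower and 2 higher when adjusted over the list alone; camera adjusted p = 2.1e-09, but adjusted p = 0.251 with an estimated correlation). The 2 higher ones were Npy and Map2. The neuropeptide genes Nmu (at least 271-fold, adjusted p = 2.0e-05), Grp (at least 199-fold, adjusted p = 8.1e-06), Pdyn (at least 94.7-fold) and Sst (at least 56.3-fold) were also lower in gliospheres, as were the sodium channel gene Scn11a (at least 174-fold), the opioid receptor gene Oprk1 (at least 42.9-fold), the enteric neuron transcription factor gene Tlx2 (at least 42.7-fold), Fibcd1 (at least 169-fold), Pdlim3 (at least 56.7-fold) and Ano2 (at least 56.0-fold).

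**Figure D2:**
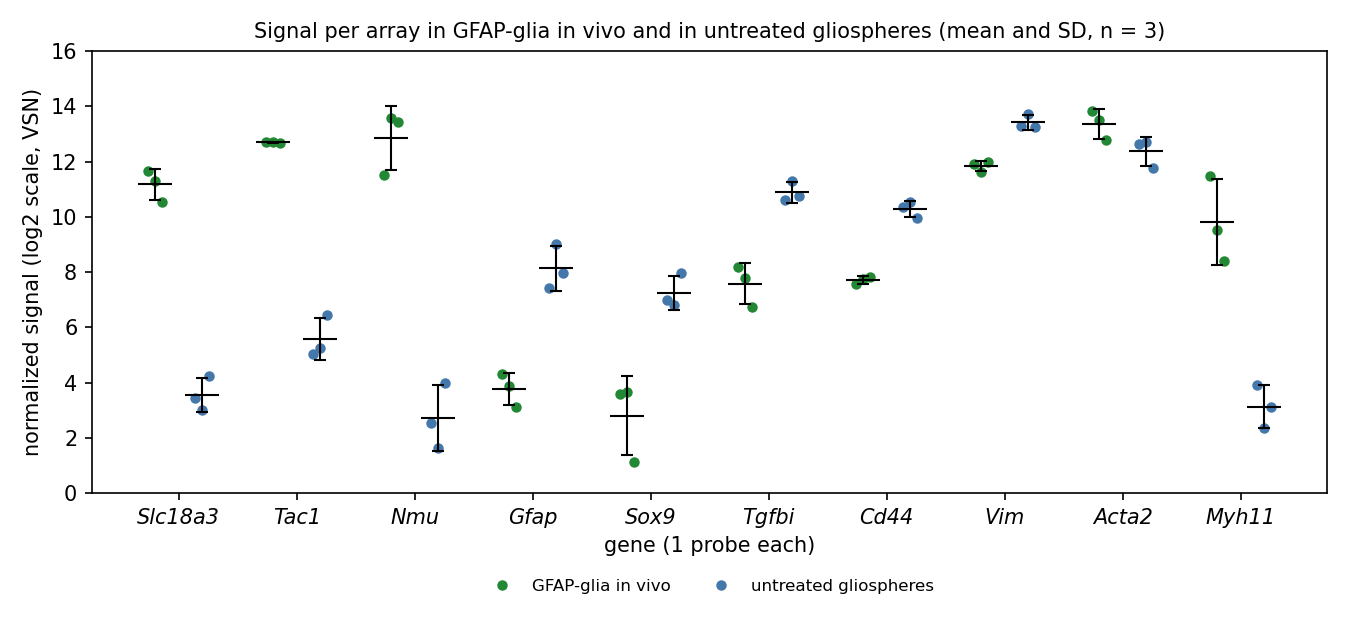
Normalized signal (log2 scale) of 10 genes on each array of GFAP-glia in vivo and untreated gliospheres, with 1 point per array, a line at the mean and bars for the SD (n = 3). The neuronal genes Slc18a3, Tac1 and Nmu and the smooth muscle gene Myh11 lie lower in gliospheres, and Gfap, Sox9, Tgfbi, Cd44 and Vim lie higher.

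Glial genes ran both ways. Gfap was at least 9.69-fold higher in gliospheres (adjusted p = 1.6e-04), since its probe was above background on 0 of 3 in vivo arrays (3.77 ± 0.60). Of 16 enteric glial markers, 5 were higher, 2 lower and 9 not past the test (5 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.358), with the neural progenitor genes Nes (log2 fold change 4.06) and Sox2 (2.80) among the higher. S100b had a log2 fold change of 1.65 (adjusted p = 0.118). Of 13 astrocyte markers, 3 were higher, 0 lower and 10 not past (3 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.385). The glial transcription factor gene Sox9 was at least 5.24-fold higher and the glutamate transporter gene Slc1a3 was higher by 4.39. Of 18 Schwann cell and myelin genes, 4 were higher, 4 lower and 10 not past (5 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.552), with Gldn at least 6.49-fold higher and the myelin genes Ugt8a and Mag at least 5.31-fold and 4.94-fold lower. Among other genes higher in gliospheres were Cdkn2b (at least 68.2-fold, adjusted p = 3.0e-06) and Cdkn2a (at least 13.0-fold), inhibitors of cell division, the glial transcription factor gene Olig1 (log2 fold change 7.51), Gpnmb (at least 59.5-fold), Msx1 (at least 63.3-fold), Lcn2 (at least 27.4-fold), Cdh13 (6.23), Lpl (6.09), the tissue inhibitor Timp1 (at least 25.0-fold) and the neurotrophic factor gene Gdnf (at least 41.4-fold, adjusted p = 1.3e-04). Olig1 and Lpl were above background on 2 of 3 in vivo arrays and Cdh13 on 1 of 3, and rose by 5.18, 3.71 and 3.95 with the authors' normalized values. Without in vivo replicate 1, which stood apart, 3964 genes passed, with 23 neuronal markers lower and 3 higher of 32 measured, 5 enteric glial markers higher and 3 lower of 15, and 4 Schwann cell genes higher and 5 lower. Without untreated replicate 2 the count of genes was 2032, and S100b passed without in vivo replicate 3.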

The latter have a much closer transcriptomic resemblance to mesenchymal cell types. 

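Of 28 fibroblast and mesenchymal markers, 11 were higher in untreated gliospheres than in GFAP-glia in vivo, 1 was lower and 16 did not pass (11 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0245, but adjusted p = 0.399 with an estimated correlation). Tgfbi, a matrix protein induced by transforming growth factor beta, was higher by a log2 fold change of 3.31 (standard error 0.38, adjusted p = 3.4e-04). Cd44, the hyaluronan receptor, was higher by 2.57 (standard error 0.28, adjusted p = 2.5e-04), and the intermediate filament gene Vim rose from 11.83 ± 0.19 in vivo to 13.42 ± 0.27 (mean ± SD, n = 3; log2 fold change 1.59, standard error 0.23, adjusted p = 0.0012). The lower one was Dcn, decorin, a proteoglycan of fibroblasts (log2 fold change -2.37, adjusted p = 0.0083). By any probe 14 mesenchymal markers passed in either direction, against 8.12 expected from the share of all genes (exact hypergeometric test, adjusted p = 0.1025).

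Of 50 collagens and matrix glycoproteins, 14 were higher, 3 lower and 33 not past the test (16 higher and 6 lower when adjusted over the list alone; camera adjusted p = 0.197). Col5a3 (log2 fold change 3.07) and the proteoglycan gene Bgn (2.54) were higher, and the microfibril gene Mfap5 was at least 3.10-fold lower. By any probe 18 matrix genes passed in either direction, against 14.49 expected (exact hypergeometric test, adjusted p = 0.285). Of 27 metalloproteinases and inhibitors, 9 were higher, 2 lower and 16 not past (10 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.00495, but adjusted p = 0.251 with an estimated correlation). The proteoglycan-cleaving enzyme gene Adamts4 was at least 14.8-fold and the stromelysin gene Mmp10 at least 5.42-fold higher in gliospheres. By any probe 11 of these enzymes and inhibitors passed in either direction, against 7.83 expected (exact hypergeometric test, adjusted p = 0.2775). Without in vivo replicate 1, 11 mesenchymal markers were higher and 1 lower of 27, 12 matrix genes were higher and 5 lower of 49, and 10 metalloproteinases and inhibitors were higher and 2 lower. The genes of secreted proteins together, with 35 higher, 11 lower and Il15 with probes in both directions (named after its values were seen), were past the test in 47 cases against 40.3 expected (exact hypergeometric test, p = 0.122), and in 54 with quantile normalization (p = 0.0383 from the same exact test).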

Another interesting aspect is that a defined comparison of glial-specific data sets (Fig 6B) revealed the high transcriptomic similarity between enteric GFAP-glia *in vivo* and CNS astrocytes expanded *in vitro*. In contrast, enteric GFAP-glia expanded *in vitro* showed greater resemblance to cells isolated from peripheral sciatic nerves. 

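Of 33 neuronal markers in gliospheres, 0 passed limma's test under LPS, and 3 were higher and 1 lower at an unadjusted p under 0.05 (camera adjusted p = 0.486). The counts were also taken for 14 smooth muscle markers (0 past, 2 higher and 1 lower unadjusted, camera adjusted p = 0.486), 16 endothelial and pericyte markers (0 past, 3 higher unadjusted, 2 higher when adjusted over the list alone, camera adjusted p = 0.111), 10 intestinal epithelial markers (0 past, 2 lower unadjusted, 1 lower when adjusted over the list alone, camera adjusted p = 0.18), 5 markers of interstitial cells of Cajal (0 past and 0 unadjusted, camera adjusted p = 0.866) and 3 erythroid genes (0 past and 0 unadjusted, camera adjusted p = 0.866). The endothelial and pericyte list passed as higher with quantile normalization (camera adjusted p = 0.0297), with the authors' normalized values (0.0331) and with the replicate number as a block (0.0452). Slc18a3, the vesicular acetylcholine transporter, was above background on 2 of 3 LPS arrays and 0 of 3 untreated arrays, which is at least 2.13-fold higher with LPS, but did not pass (adjusted p = 0.146) except without LPS replicate 1. The smooth muscle kinase gene Mylk had a log2 fold change of 2.27 (adjusted p = 0.253).

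Over all 14794 probes, the means of LPS-stimulated and untreated gliospheres differed by a median of 0.21 on the log2 scale, those of untreated gliospheres and GFAP-glia in vivo by 0.61, and those of LPS-stimulated gliospheres and GFAP-glia in vivo by 0.63. Pairs of arrays within a group differed by a median of 0.26 (LPS-stimulated), 0.29 (untreated) and 0.64 (in vivo), and the 2 in vivo arrays other than replicate 1 by 0.37. Single arrays of untreated and LPS-stimulated gliospheres differed by 0.31 and had a mean correlation of 0.966, close to the 0.979 and 0.978 within the groups, while untreated and in vivo arrays differed by 0.74 and had a mean correlation of 0.859. In average-linkage clustering the 6 gliosphere arrays split by treatment and joined at a distance (1 minus r) of 0.034, and the in vivo arrays joined them at 0.15. Data on astrocytes and microglia are not analysed here. The authors' normalized values gave medians of 0.09 for LPS and 0.27 for culture.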

A further intriguing aspect of this analysis is that LPS-stimulation of astrocytes and microglia has a profound impact on their transcriptomic profile, whereas the impact on enteric GFAP-glia seems relatively moderate.

**Fig 6:**
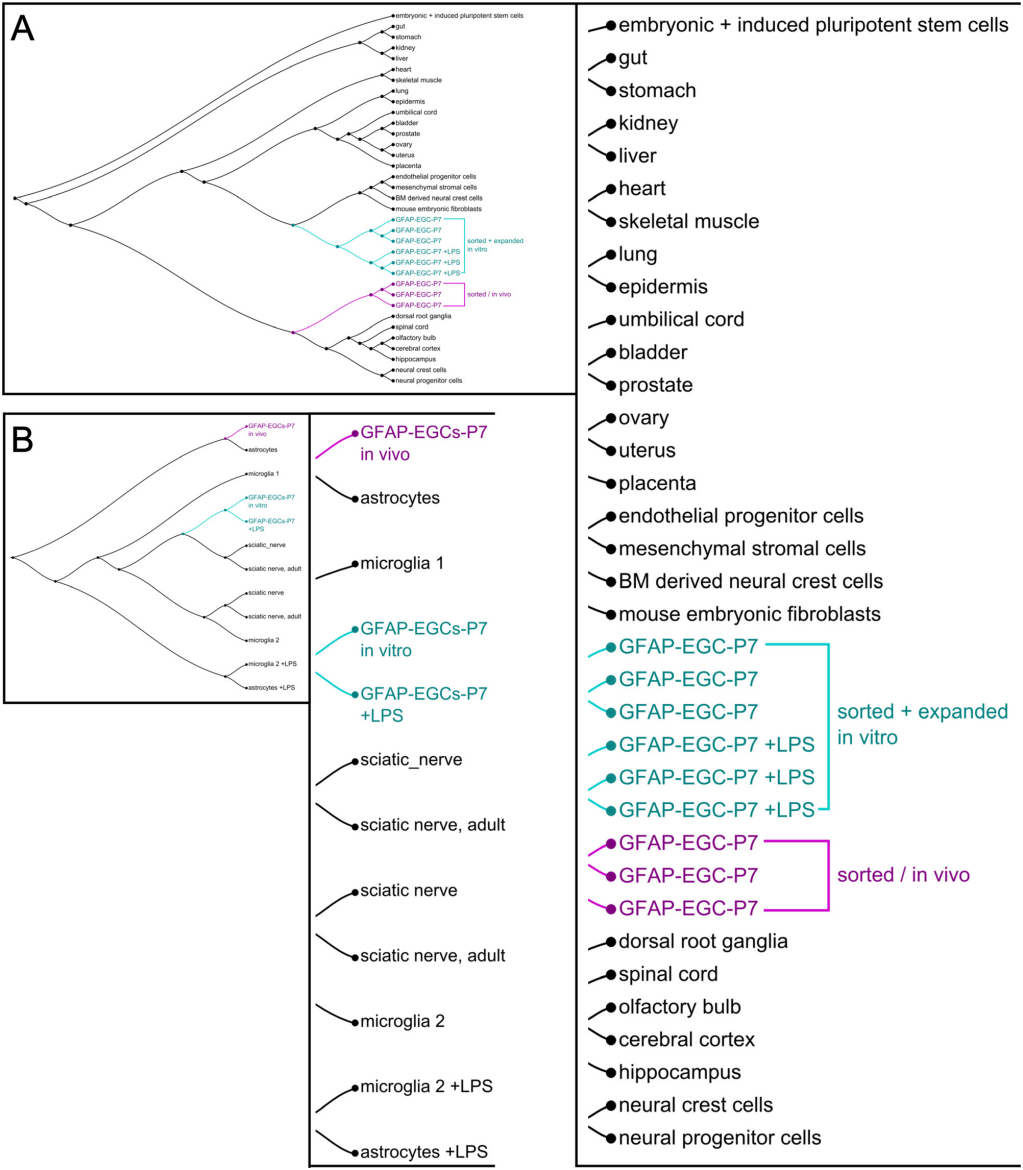
Comparative meta-analyses of multiple GSE datasets reveal genetic similarities among different tissue. (A) and (B) display complete dendrograms, the length along the line connecting two datasets indicates the degree of similarity; the shorter the distance of connecting lines, the more similar these datasets are. For better legibility the list of datasets are enlarged right of the dendrogram overview. (A) Comparative analysis of gene expression profiles of GFAP-expressing glia and profiles of different tissues/cell types reveals a high similarity of GFAP-glia *in vivo* to CNS and PNS nerve cell types and a much lower similarity to GFAP-glia expanded *in vitro*. Gene expression profiles of the latter show similarities to mesenchymal cell types. (B) Hierarchical clustering of glial-specific GSE datasets to show similarities of enteric GFAP-glia to CNS and PNS glia including LPS-challenged cells. Comparative analysis reveals high similarity of GFAP-glia *in vivo* to astrocytes *in vivo*. If cultured *in vitro*, the GFAP-glia genetic profile has higher similarity to PNS sciatic nerve cells and CNS microglia. LPS stimulation leads to severe alterations in gene expression profiles of CNS astrocytes and microglia, which seems not the case for EGCs.

## Discussion

Enteric glia are known to resemble CNS astrocytes in their reactivity to an inflammatory environment. However, such findings have originated mostly from studies on local mucosal inflammation, either from a chronic disease manifestation as in IBD patients or from acute experimental mucosal manipulation. Little is known about the responsiveness of glia outside the mucosa in the ganglionated structures, which constitute the majority of the EGC network. To study the early response of the entire EGC network to intestinal inflammation not limited to the mucosa, we performed an acute systemic hyperinflammation study *in vivo* induced by intravenous injection of LPS, mimicking the pathological situation observed in postoperative SIRS.

4 h after induction of a systemic inflammation by intravenous LPS-injection we analyzed duodenal, ileal and colonic tissue segments for glial marker expression. We found a tremendous upregulation of *Gfap* mRNA transcript levels. Interestingly, as revealed by LCM, *Gfap* expression regulation was confined to the muscular layer harboring the myenteric plexus. Myenteric glia have recently gained attention in the context of inflammation-induced impairment of gastrointestinal (GI) motility [26]. Stoffels *et al*. identified interleukin-1 receptor (Il-1R1) signaling as essential for surgery-induced inflammation and resulting impaired contractility. The group identified GFAP-expressing myenteric glia as the predominant IL-1R1-expressing resident intestinal cell type, highlighting the potential of GFAP-glia to shape intestinal inflammation. Our findings support this concept of myenteric GFAP-glia as fast-responding, reactive cell types in acute inflammation *in vivo*. Even though a differential susceptibility of EGCs in different plexus structures is an appealing interpretation of our data, it is also plausible that intravenous LPS-injection led to a differing distribution of LPS within the tissue and hence a differing activation of EGCs.

Interestingly, we observed different manifestations of LPS-dependent myenteric *Gfap* expression upregulation along the intestinal proximal-distal axis, being less pronounced in ileal samples. This resulted from already high ileal expression levels in the sham group, which ranged close to those in the LPS-treated duodenal and colonic samples and suggests further factors affecting *Gfap* expression levels. Indeed, our surgical procedure offers a potential explanation: Besides LPS-injection we performed laparotomy and the GI tract was partially exposed. Mild manipulation of the intestine following laparotomy can already be sufficient to induce inflammatory reactions and impaired motility as compared to laparotomy alone [50,51]. Therefore, it is possible that the surgical procedure itself also contributes to an altered *Gfap* expression independent of LPS-stimulation. We consider this “two-hit”-character of our hyperinflammation model to mimic the clinical situation well, since patients become septic usually following a first hit, such as an ileus after severe surgery. Support for a potentially differing susceptibility of ileal GFAP-EGC to external stimuli come from animal models, in which immune-mediated ablation of GFAP-EGCs led to fatal inflammation specifically of the ileum, not the duodenum or proximal colon [52]. Furthermore, different intestinal segments along the proximal-distal axis as well as in different plexus layers vary in glial subtype composition and density [29]. Correlating the plexus composition to the physiological responsiveness of the tissue area will be highly interesting aspect of EGC physiology.

The varying degrees of *Gfap* expression increase we observed were accompanied by a significant decrease in *S100b* gene expression levels in duodenal and ileal myenteric samples as well as colonic whole gut wall samples. Previously, the expression and secretion of the glial-specific enteric S100B has been described to correlate with the gut inflammatory status [14,53,54]. Increased levels of S100B protein are known in biopsies from UC-patients [54] and *in vitro* upon inflammatory stimulation. Mechanistically, secreted S100B induces an increase in glial inducible nitric oxide synthase (iNOS) and thereby leads to elevated secretion of nitric oxide (NO), a prominent pro-inflammatory mediator [11]. At first, our observations *in vivo* and the lack of *S100b* upregulation in the LPS stimulated gliospheres *in vitro* seem to be in conflict with the data obtained by Cirillo *et al*. However, a possible explanation lies in the nature of inflammatory stimulus: Cirillo *et al*. incubated tissue biopsies [14] and purified glial cultures [11] with a combination of LPS and interferon-gamma (IFN-γ) and describe that neither LPS nor IFN-γ alone had an effect on iNOS expression level, implying also a lack of effect of LPS alone on S100B expression and secretion. It can be followed that the LPS-mediated hyperinflammation model we employed elicits an activation of glia regarding their GFAP-status but this activated glial phenotype does not necessarily correlate to glial alterations concerning S100B secretion observed in IBD.

These *in vivo* findings on *Gfap* upregulation do not imply whether it affected cells that had been GFAP+ before the stimulation. It is also possible that GFAP- cells were induced to express *Gfap* upon LPS-stimulation, given the significant plasticity of GFAP expression in individual EGCs *in vitro* and *in vivo* [5,19]. To focus on the inflammation-induced molecular alterations specifically in the GFAP-expressing glial subpopulation, a transgenic hGFAP-EGFP mouse strain and established protocols for free-floating murine neurosphere-like bodies [34] were adapted to generate primary, purified “gliospheres” from flow cytometry-sorted GFAP+ glia. The GFAP+ population accounted for 4% of the total LMMP digest and could be propagated to form gliospheres that showed strong immunostaining for S100B and the intermediate filament GFAP but not Vimentin after prolonged *in vitro* culture. Vimentin and GFAP are described to be developmentally regulated in reverse manner, in immature glial cells GFAP expression is low and Vimentin is strongly expressed, whereas mature glia express high levels of GFAP and reduced levels of Vimentin [7]. Due to the high plasticity of GFAP expression 40% of an initially purified GFP-positive culture lost strong GFP-positivity. Interestingly, gliospheres contained αSMA-expressing cells. Since gliospheres were propagated from an initially purified GFP-positive population, an overgrowing contamination of the culture with non-glial muscle cells to such an extent seems unlikely within 2 weeks *in vitro*. This finding might rather be explained by the dependence of the glial cell phenotype on cues from their native microenvironment and consequently dedifferentiation of enteric glia in culture [55]. It is documented that enteric glia lose morphological and molecular characteristics *ex vivo* [7] and acquire capabilities not observed *in vivo* such as a neurogenic potential, or giving rise to αSMA-positive muscle cells [16,56]. In line with this, multipotent nestin-positive neural crest cells isolated from postnatal murine intestines were found to express both αSMA and GFAP after 1 day in culture and can subsequently dedifferentiate to muscle cells [57].

In a next step, we analyzed the secretion of inflammatory mediators by LPS-stimulated gliospheres. To determine a suitable time frame for the LPS stimulation we followed studies on cytokine secretion by stimulated CNS astrocytes *in vitro*, which measured strong effects after 24–48 h of stimulation [58,59]. Further, studies on EGC had shown that EGC-activation by LPS and subsequent secretion of EGC-derived growth factors or cytokines peaks between 24–48 h [19,13]. Indeed, we found that the primary GFAP+-glia derived gliospheres secreted different inflammatory cytokines upon extended LPS-stimulation such as IL-1β, IL-6, MCP-1 and IFN-γ, which was also described by studies conducted on the overall glial population [19,26]. Knowledge on distinct, subpopulation-specific glial functions is scarce. Our dataset indicates that the well-known ability of EGCs to release inflammatory cytokines in response to exogenous stimuli can be exerted by those cells derived from the GFAP+ subpopulation.

To unravel general molecular pathways as response to acute inflammation we performed a high-throughput transcriptomic study. LPS-treated enteric gliospheres showed 70 significantly differently expressed genes, often associated with immune responses, a signature also observed in reactive astrocytes of the CNS. Thus, the gene product of Lcn-2, Lipocalin-2, the gene with the highest fold change increase in our dataset, plays a role in the morphological and functional fate of reactive astrocytes, e.g. by inducing GFAP expression [60]. 

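Lcn2, which encodes lipocalin-2, a secreted protein that binds bacterial siderophores, had a normalized log2 signal of 14.40 ± 0.14 in LPS-stimulated and 9.64 ± 1.77 in untreated gliospheres (mean ± SD, n = 3), a log2 fold change of 4.76 (standard error 0.71, adjusted p = 0.0183 from limma). Of 31 genes of reactive astrocytes, 8 rose with LPS, 0 fell and 23 did not pass (17 higher when adjusted over the list alone; camera adjusted p = 2.0e-18, and adjusted p = 0.00349 with an estimated correlation), and 9 passed by any probe, with Ptx3, which is named after its values were seen. Cd14 and Timp1 belong to this list, as does Cd44, a receptor for hyaluronan on astrocytes, which rose by 1.78 (standard error 0.28, adjusted p = 0.0199). Most of its higher genes are also in other lists given here. Lcn2 and Cp are acute-phase genes, Timp1 is a metalloproteinase inhibitor, Gbp2 interferon-stimulated, Cd14 of LPS sensing and Cd44 a mesenchymal marker. The count is therefore not separate from those lists or particular to astrocytes. Gfap, also of this list, did not pass. The paper notes that its differentially expressed genes are often associated with immune responses, describes the products of Lcn2, Ccl2 and Ccl5 in reactive or challenged astrocytes, and proposes that glia positive for GFAP react to LPS in culture and become reminiscent of reactive astrocytes of the central nervous system. Lcn2 did not pass with only the gliosphere arrays and the litter as a block (adjusted p = 0.0574), a setting chosen after seeing the data. The call of Lcn2 was lost without LPS replicate 1 (adjusted p = 0.0584), 2 (0.0966) or 3 (0.09) or untreated replicate 3 (0.0889), and that of Cd44 without LPS replicate 1 or 2 or any untreated array (up to 0.107).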

The gene products of Ccl2 and Ccl5, also known as MCP-1 and RANTES, are described to be produced by β-amyloid peptide-challenged astrocytes and act as microglial and macrophage chemoattractants *in vitro* [61]. 

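Gdnf, the glial cell line-derived neurotrophic factor, had a normalized log2 signal of 9.56 ± 1.04 in LPS-stimulated and 10.24 ± 0.77 in untreated gliospheres (mean ± SD, n = 3), a log2 fold change of -0.67 (standard error 0.55, adjusted p = 0.9998 from limma). Of 21 neurotrophic and glial growth factors, 0 rose under LPS, 1 fell and 20 did not pass (3 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.985). The one that fell was Bmp4. Vegfa, the vascular endothelial growth factor, had a log2 fold change of 0.34. Agt, the precursor of angiotensin and a marker of astrocytes, was above background on 0 of 3 LPS arrays, at least 1.85-fold lower than on the untreated arrays, and did not pass (adjusted p = 0.0796). Without 1 array, the log2 fold change of Gdnf ranged from -1.24 to -0.22. Gdnf passed with the authors' normalized values of the gliosphere arrays and the litter as a block, a setting chosen after seeing the data, and Agt with this setting and with array weights.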

Interestingly, we observed no significant upregulation of *Gfap*, *S100b* or other glial markers such as glial cell line-derived neurotrophic factor (GDNF), potentially indicating that purified primary GFAP-positive cells do not further upregulate synthesis of GDNF and S100B and that expression of these factors is induced in GFAP-low expressing cells during cell activation. Taken together, these data indicate that GFAP-EGCs are reactive to the acute LPS-stimulus *in vitro* and acquire a phenotype reminiscent of reactive CNS astrocytes.

Finally, our meta-analysis added more information to the aspect of analogy between EGCs and astrocytes. EGCs freshly isolated from mice showed close resemblance to astrocytes. Interestingly, while LPS treatment led to a dramatic change in gene expression profiles of CNS astrocytes and microglia, EGCs transcriptomes shifted at a much smaller extend. This might have a biological background since EGCs could be less sensitive to LPS due to the physiological exposure to bacterial components in the gut. Another possible explanation lies in the shift in transcriptomic profiles, which we observed after prolonged *in vitro* culture. Thus, the expanded gliospheres showed a molecular drift to mesenchymal cell entities, which correlates with the immunopositivity of gliospheres for αSMA and is likely caused by transdifferentiation of EGCs [16,57,62] or a reconstitution of an initially negligible muscle cell contamination in the cell-sorted culture. 

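Acta2, the gene of αSMA, had a normalized log2 signal of 12.38 ± 0.52 in untreated gliospheres and 13.38 ± 0.54 in GFAP-glia in vivo (mean ± SD, n = 3), so that its transcript was abundant in both. Its log2 fold change was -0.996 (standard error 0.36, adjusted p = 0.0708 from limma). Other genes of the contractile apparatus were lower in gliospheres. Actg2, the enteric smooth muscle actin, was lower by a log2 fold change of -6.68 (standard error 0.63, adjusted p = 1.3e-04), Myh11, the smooth muscle myosin heavy chain, at least 33.1-fold (adjusted p = 2.0e-04), Mylk by -5.72 and the muscle intermediate filament gene Des at least 9.93-fold. Actg2 and Mylk were above background on 2 and 1 of 3 untreated arrays, and with the authors' normalized values both passed with a change nearer 0. Of 14 smooth muscle markers, 5 were lower, 2 higher and 7 not past the test (6 lower and 2 higher when adjusted over the list alone; camera adjusted p = 0.0308, but adjusted p = 0.399 with an estimated correlation). The 2 higher ones were Cald1 and Hspb6, which encode an actin-binding protein and a small heat shock protein also made by other cells. By any probe 8 smooth muscle markers passed in either direction, against 4.06 expected from the share of all genes (exact hypergeometric test, adjusted p = 0.1025). Without in vivo replicate 1, on which these markers were highest among the in vivo arrays, 5 were lower and 2 higher of 13 measured. From its transcriptome comparison the paper describes a drift of the expanded glia towards mesenchymal cells, and relates it to the staining of gliospheres for αSMA. As the likely cause it names transdifferentiation or the regrowth of a few muscle cells that came through the sort. Elsewhere it calls an overgrowth by muscle cells to such an extent unlikely. Acta2 passed without in vivo replicate 3 (adjusted p = 0.0294), with the replicate number as a block (0.0261), with a trended and robust eBayes fit and, in a setting chosen after seeing the data, with the authors' normalized values and this block. The camera call of the list did not pass with the authors' normalized values (adjusted p = 0.106) or with quantile normalization (0.0517).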

Another interesting aspect is that Rao et al. recently described a transcriptomic resemblance of Proteolipid Protein 1 (PLP1)+ EGCs to peripheral Schwann cells and only limited similarity to astrocytes [63]. This difference might be due to the low co-expression of PLP1 and GFAP by EGCs between 35–54% [63] and indicate the diversity of glial subpopulations.

Taken together, our data indicate that EGCs are responsive to an inflammatory environment within a short time frame. Administering LPS intravenously leads to a specific response of myenteric EGCs, adding new information to previous studies focusing on mucosal glia activation after epithelial barrier breakdown. It will be interesting to investigate if the transcriptomic shift in favor of immunomodulatory capacities observed *in vitro* can be verified *in vivo* and if EGCs indeed can modulate the onset and progression of inflammation. In the future, this knowledge might help us to better understand inflammatory disease progression and eventually aid to novel therapeutic treatment options.

## Supporting Information

S1 Fig Neuronal cells are not affected 4 h after LPS injection. (A) Quantitative PCR analysis of neuronal marker expression in whole intestinal wall preparations from duodenal, ileal and colonic segments. No inflammation-induced alterations are observed in mRNA expression levels of the overall neuronal marker *Uchl1* (*PGP 9*.*5*) or cholinergic (*Chat*) and nitrinergic (*Nos1*) subpopulations. (B) Hu-positive neuronal nuclei (C) numbers in the myenteric plexus are neither significantly affected, we only observe a tendency for reduced numbers in ileal segments. Results (mean ± standard deviation) are expressed as fold change relative to sham group set to 1, as indicated by the horizontal line. n = 3–5, ^#^ p < 0.10, scale = 100 μm.
(TIF)

S1 Table qPCR primers employed in this study.

S2 Table Gene Ontology datasets employed in the meta-analysis.

S3 Table Nanostring nCounter Codeset probes. Probes were designed to target the same genes at similar transcript positions as the Illumina probes of the microarray.
(DOCX)

S4 Table Significantly differentially expressed genes in LPS-stimulated gliospheres compared to unstimulated controls.

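The paper counts 70 genes differentially expressed upon LPS. The copy of S4 Table read here holds 69 probes, Ms4a6d among them with 2, of which 61 were higher and 8 lower upon LPS, each with a log2 fold change and a p-value of the paper. It was chosen on these arrays, so its overlap with the counts here is not independent evidence. Of the 67 probes kept by the filter, all 67 moved in the same direction here and 52 passed the test, among them those of Casp4 and Nfkbie. Casp4, a caspase that senses cytosolic LPS, had a log2 fold change of 2.51 (the paper's reported value is 1.81), and Nfkbie, an inhibitor of NF-kB, of 1.82 (the paper's reported value is 0.99). Casp4 lost the call without untreated replicate 3 (adjusted p = 0.0524). The log2 fold changes here correlated with the paper's at r = 0.81. Differences of group means taken from the authors' deposited normalized table gave r = 0.9999, with a largest difference of 0.063. Of the 112 genes past the test, 52 were in the table as read and 60 outside it. The largest p-value of that table was 0.00021 (the paper's moderated t-tests), and 98 probes here lay below it in limma's test.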

S5 Table Significantly enriched GO-terms assigned to SDEG. GO-terms describe biological processes based on the enrichment of differentially expressed genes upon LPS-stimulation.
(DOCX)

# Supplementary material for: Activation of Myenteric Glia during Acute Inflammation In Vitro and In Vivo
**Source:** PLoS One. 2016 Mar 10;11(3):e0151335. doi: 10.1371/journal.pone.0151335
**Supplement:** S1 Table

**S1 Table. qPCR primers employed in this study.**

| **Gene** | **NCBI RefSeq** |  | **Primer sequence** | **size of product (bp)** |
| --- | --- | --- | --- | --- |
|  |  | antisense | TTTCATCTTGGAGCTTCTGCCTC |  |
| *S100b* | NM_013191.1 | sense | TTCAGGGAGAGAGGGTGACAA | 104 |
|  |  | antisense | CTTCCTGCTCTTTGATTTCCTCC |  |
| *Uchl1 (PGP 9.5)* | NM_017237.2 | sense | TGAAGCAGACCATCGGGAAC | 178 |
|  |  | antisense | GCCTGAATGGCCTCGTTCTT |  |
| *Nos1* | NM_052799.1 | sense | AATCTCAGGTCGGCCATCAC | 126 |
|  |  | antisense | ATCCCCCAAGGTAGAGCCAT |  |
| *Chat* | NM_001170593 | sense | AAATGGCGTCCAACGAGGAT | 114 |
|  |  | antisense | CCCGGTTGGTGGAGTCTTTT |  |
| *Sod2* | NM_017051.2 | sense | CCCAAAGGAGAGTTGCTGGAG | 144 |
|  |  | antisense | CTGTAAGCGACCTTGCTCCT |  |
| *Actb* | NM_031144 | sense | GCAGGAGTACGATGAGTCCG | 74 |
|  |  | antisense | ACGCAGCTCAGTAACAGTCC |  |
| *18S rRNA* | M11188 | sense | GGGAGGTAGTGACGAAAAATAACAAT | 101 |
|  |  | antisense | TTGCCCTCCAATGGATCCT |  |

# Supplementary material for: Activation of Myenteric Glia during Acute Inflammation In Vitro and In Vivo
**Source:** PLoS One. 2016 Mar 10;11(3):e0151335. doi: 10.1371/journal.pone.0151335
**Supplement:** S2 Table

**S2 Table. Gene Ontology datasets employed in the meta-analysis.**

# Supplementary material for: Activation of Myenteric Glia during Acute Inflammation In Vitro and In Vivo
**Source:** PLoS One. 2016 Mar 10;11(3):e0151335. doi: 10.1371/journal.pone.0151335
**Supplement:** S3 Table — Probes were designed to target the same genes at similar transcript positions as the Illumina probes of the microarray.

**S3 Table. Nanostring nCounter Codeset probes**. Probes were designed to target the same genes at similar transcript positions as the Illumina probes of the microarray.

# Supplementary material for: Activation of Myenteric Glia during Acute Inflammation In Vitro and In Vivo
**Source:** PLoS One. 2016 Mar 10;11(3):e0151335. doi: 10.1371/journal.pone.0151335
**Supplement:** S4 Table

**S4 Table. Significantly differentially expressed genes in LPS-stimulated gliospheres compared to unstimulated controls**.

# Supplementary material for: Activation of Myenteric Glia during Acute Inflammation In Vitro and In Vivo
**Source:** PLoS One. 2016 Mar 10;11(3):e0151335. doi: 10.1371/journal.pone.0151335
**Supplement:** S5 Table — GO-terms describe biological processes based on the enrichment of differentially expressed genes upon LPS-stimulation.

**S5 Table. Significantly enriched GO-terms assigned to SDEG.** GO-terms describe biological processes based on the enrichment of differentially expressed genes upon LPS-stimulation.

| **Biological process** | **Enrichment** | **p value Benjamini** | **Genes** |
| --- | --- | --- | --- |
| immune response | 7,7 | 2,6E-06 | Ccl5; Cx3cl1; Ccl2; Tlr2; Csf2; Bcl3; Gbp5; Fcgr2b; Sbno2; Relb; Cxcl5; Cd14; Fas; Gadd45g; Enpp1 |
| leukocyte activation | 9,8 | 9,9E-04 | Ripk2; Csf2; Bcl3; Fcgr2b; Sbno2; Relb; Irf1; Fas; Gadd45g |
| cell activation | 9,1 | 1,2E-03 | Ripk2; Csf2; Bcl3; Fcgr2b; Sbno2; Relb; Irf1; Fas; Gadd45g |
| defense response | 5,9 | 2,0E-03 | Ccl5; Ripk2; Ccl2; Tlr2; Bcl3; Fcgr2b; Trf; Cxcl5; Cd14; Saa3; Nfkbiz |
| leukocyte differentiation | 11,6 | 3,6E-03 | Csf2; Bcl3; Relb; Irf1;Fas; Gadd45g; Casp8 |
| regulation of cytokine production | 11,5 | 3,2E-03 | Ripk2; Cx3cl1; Cebpb; Tlr2; Bcl3; Cd14; Irf1 |
| positive regulation of multicellular organismal process | 10,7 | 4,3E-03 | Ripk2; Cx3cl1; Tlr2; Bcl3; Trf; Cd14; Csf1 |
| inflammatory response | 7,9 | 4,9E-03 | Ccl5; Ccl2; Tlr2; Trf; Cxcl5; Cd14; Saa3; Nfkbiz |
| hemopoiesis | 7,7 | 5,0E-03 | Csf2; Bcl3; Slc11a2; Relb; Irf1; Fas; Gadd45g; Casp8 |
| positive regulation of cytokine production | 20,7 | 6,3E-03 | Ripk2; Cx3cl1; Tlr2; Bcl3; Cd14 |
| response to wounding | 6,0 | 6,8E-03 | Ccl5; Cx3cl1; Ccl2; Tlr2; Trf; Cxcl5; Cd14; Saa3; Nfkbiz |
| collagen catabolic process | 40,3 | 6,8E-03 | Mmp9; Mmp3; Mmp10; Mmp13 |
| T cell activation | 12,1 | 6,6E-03 | Ripk2; Bcl3; Relb; Irf1; Fas; Gadd45g |
| hemopoietic or lymphoid organ development | 6,8 | 7,1E-03 | Csf2; Bcl3; Slc11a2; Relb; Irf1; Fas; Gadd45g; Casp8 |
| alpha-beta T cell differentiation | 38,0 | 6,6E-03 | Bcl3; Relb; Irf1; Gadd45g |
| multicellular organismal catabolic process | 38,0 | 6,6E-03 | Mmp9; Mmp3; Mmp10; Mmp13 |
| immune system development | 6,5 | 8,2E-03 | Csf2; Bcl3; Slc11a2; Relb; Irf1; Fas; Gadd45g; Casp8 |
| regulation of tumor necrosis factor production | 34,0 | 8,2E-03 | Ripk2; Tlr2; Bcl3; Cd14 |
| collagen metabolic process | 32,3 | 9,1E-03 | Mmp9; Mmp3; Mmp10; Mmp13 |
| alpha-beta T cell activation | 32,3 | 9,1E-03 | Bcl3; Relb; Irf1; Gadd45g |
| multicellular organismal macromolecule metabolic process | 32,3 | 9,1E-03 | Mmp9; Mmp3; Mmp10; Mmp13 |
| T cell differentiation | 15,2 | 1,1E-02 | Bcl3; Relb; Irf1; Fas; Gadd45g |
| multicellular organismal metabolic process | 29,3 | 1,1E-02 | Mmp9; Mmp3; Mmp10; Mmp13 |
| cell activation during immune response | 28,1 | 1,2E-02 | Bcl3; Sbno2; Relb; Gadd45g |
| leukocyte activation during immune response | 28,1 | 1,2E-02 | Bcl3; Sbno2; Relb; Gadd45g |
| T-helper cell differentiation | 96,8 | 1,2E-02 | Bcl3; Relb; Gadd45g |
| CD4-positive, alpha-beta T cell differentiation during immune response | 96,8 | 1,2E-02 | Bcl3; Relb; Gadd45g |
| response to lipoteichoic acid | 96,8 | 1,2E-02 | Ripk2; Tlr2; Cd14 |
| adaptive immune response | 14,2 | 1,2E-02 | Bcl3; Fcgr2b; Relb; Fas; Gadd45g |
| adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains | 14,2 | 1,2E-02 | Bcl3; Fcgr2b; Relb; Fas; Gadd45g |
| myeloid leukocyte activation | 25,8 | 1,3E-02 | Csf2; Fcgr2b; Sbno2; Relb |
| T cell differentiation during immune response | 80,7 | 1,6E-02 | Bcl3; Relb; Gadd45g |
| alpha-beta T cell differentiation during immune response | 80,7 | 1,6E-02 | Bcl3; Relb; Gadd45g |
| regulation of apoptosis | 4,1 | 1,6E-02 | Mmp9; Ripk2; Cx3cl1; Cebpb; Csf2; Bcl3; Casp4; Fas; Casp8; Clu |
| regulation of programmed cell death | 4,0 | 1,7E-02 | Mmp9; Ripk2; Cx3cl1; Cebpb; Csf2; Bcl3; Casp4; Fas; Casp8; Clu |
| regulation of cell death | 4,0 | 1,8E-02 | Mmp9; Ripk2; Cx3cl1; Cebpb; Csf2; Bcl3; Casp4; Fas; Casp8; Clu |
| T-helper 1 type immune response | 69,2 | 1,9E-02 | Bcl3; Relb; Gadd45g |
| alpha-beta T cell activation during immune response | 69,2 | 1,9E-02 | Bcl3; Relb; Gadd45g |
| negative regulation of apoptosis | 6,2 | 1,9E-02 | Cx3cl1; Cebpb; Csf2; Bcl3; Casp4; Fas; Clu |
| negative regulation of programmed cell death | 6,1 | 2,0E-02 | Cx3cl1; Cebpb; Csf2; Bcl3; Casp4; Fas; Clu |
| negative regulation of cell death | 6,0 | 2,0E-02 | Cx3cl1; Cebpb; Csf2; Bcl3; Casp4; Fas; Clu |
| CD4-positive, alpha beta T cell differentiation | 60,5 | 2,2E-02 | Bcl3; Relb; Gadd45g |
| lymphocyte activation | 7,5 | 2,3E-02 | Ripk2; Bcl3; Relb; Irf1; Fas; Gadd45g |
| lymphocyte differentiation | 10,3 | 2,6E-02 | Bcl3; Relb; Irf1; Fas; Gadd45g |
| positive regulation of tumor necrosis factor production | 53,8 | 2,5E-02 | Ripk2; Tlr2; Cd14 |
| chemotaxis | 10,0 | 2,8E-02 | Ccl5; Cx3cl1; Ccl2; Cxcl16; Cxcl5 |
| taxis | 10,0 | 2,8E-02 | Ccl5; Cx3cl1; Ccl2; Cxcl16; Cxcl5 |
| T cell activation during immune response | 40,3 | 4,3E-02 | Bcl3; Relb; Gadd45g |

How the deposited data were processed for this re-analysis (not part of the article)

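The deposited files hold 9 arrays in 3 groups of 3: untreated gliospheres, LPS-stimulated gliospheres and GFAP-glia in vivo. All 9 were used. The deposited signal table gives intensity per probe and array as GenomeStudio wrote it, without background correction or normalization, and a detection p-value (a p-value deposited by the authors for each signal). GenomeStudio's version is not given in the sources used here. A second table deposited by the authors gives normalized intensity on a linear scale. Its columns hold the same set of values with medians of 164.2 to 164.4, which is what quantile normalization leaves, whereas the methods name VSN. It served as an alternative.

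Both tables had lost the decimal point in most cells, so that values written with 3 or more decimals stood as whole numbers. In each array the normalized value is a rising function of the signal, and the point was put back where the pair of values fits this function. Per array, 95.7 to 98.2% of the cells of the signal table had surely lost the point. All 462546 cells of both tables went through this step, those that had kept their point included. Of 25697 probes, 1 could not be settled and was left out. A test on 9 simulated arrays, with points removed by the rule assumed here, gave back 224999 of 225000 cells. Their normalized values rose with the signal by construction, so it does not test tables that depart from these assumptions. After restoration the lowest signal per array was 73.8 to 120.6.

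Probes were named through the mouse annotation at hand (GRCm38.p6), by gene identifier for 23961, by accession for 9 and by the platform's own symbol for 7, while 1719 of 25696 had no symbol. No coordinates are reported, since the measurements are per gene. Each gene's probe is the one of the paper's S3 or S4 Table, or else the one with the highest mean over the 9 arrays. Counts over all genes, and those of the secreted proteins together, take a gene as past the test when any of its probes is. Counts of a single list take each gene's chosen probe, so up to 2 more of its genes may pass by another probe.

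Background was corrected by normexp with negative control moments inferred from the detection p-values (limma). VSN was run in code written for this work after the published model (an affine arcsinh transformation fitted by maximum likelihood with trimmed regression). From a second start, 0 of 133146 values moved by more than 0.1. Probes with a detection p over 0.05 on all 9 arrays or without a symbol were left out. The study's list of badly performing probes was not repeated. On 14794 probes limma fitted the group means with 6 residual degrees of freedom (prior 3.11), and its moderated test gave p-values that were adjusted over all probes (Benjamini-Hochberg, threshold 0.05). A fold for a gene above background on none of a group's arrays is a lower bound, from the brighter group's mean and, per array of the dimmer group, the higher of the probe's own signal and the lowest signal among detected probes.

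The LPS-stimulated and untreated gliospheres of the same number came from a shared litter by the series design. Deviations from the group means correlated at 0.16, 0.09 and 0.17 for the same number and at -0.14 to -0.02 for other numbers, so the number of the replicate was kept as a block in an alternative. Over all 9 arrays this block also joins the in vivo arrays by number, which the labels do not tie to the gliospheres, so it is not a block by litter. A fit of only the gliosphere arrays with the litter as a block (2 residual degrees of freedom) was added after seeing the results. Between untreated gliospheres and in vivo arrays of the same number the correlations were -0.18, -0.15 and 0.02.

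Which genes are named, the probe rule and 28 gene lists were fixed before the data were examined. The named genes are the 10 highest and 10 lowest log2 fold changes of each comparison among genes past the test whose arrays do not overlap between groups, the genes that the paper names in its text, Fig 4 and S3 to S5 Tables (whose values in the paper were known), Acta2 and Vim, and up to 4 members of each list with the largest changes. The lists are chemokine ligands, cytokines and colony stimulating factors, NF-kB components and feedback regulators, LPS and Toll-like receptor sensing, interferon-stimulated genes, antigen processing and presentation, acute-phase and antimicrobial proteins, metalloproteinases and inhibitors, collagens and matrix glycoproteins, enteric glial markers, reactive astrocyte genes, astrocyte markers, Schwann cell and myelin genes, smooth muscle markers, fibroblast and mesenchymal markers, neuronal markers, macrophage and leukocyte markers, interstitial cell of Cajal markers, endothelial and pericyte markers, intestinal epithelial markers, erythroid genes, cell cycle genes, hypoxia and glycolysis genes, cholesterol biosynthesis, Notch pathway, immediate early and dissociation stress genes, neurotrophic and glial growth factors, and major histocompatibility class II. They were written from general knowledge, but with the paper's tables of genes from these arrays already seen. Their LPS tests are therefore not independent of these data. Each list was tested with limma's camera at a preset correlation of 0.01, and again with the correlation estimated from the residuals. The number of its genes past the test by any probe was also set against the share of all genes (exact hypergeometric test, adjusted over the lists of a comparison). The secreted proteins are the chemokine, cytokine, acute-phase, metalloproteinase and matrix lists together.

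Self-tests added known changes to simulated data on the real arrays' spread. In the LPS comparison 4 of 41 calls were false, and in the culture comparison 0 of 45. The real comparisons called 122 and 3704 probes, so the simulated adjusted thresholds were stricter, most of all for culture. Of 20 lists of 30 genes shifted by 0.7, 20 were called, and 0 of 20 unshifted ones. The simulated genes were drawn independently of each other, while the estimated correlation was 0.449 in the cell cycle list. The test of lists therefore cannot show how often lists of correlated genes are called falsely. The nCounter counts, the published data sets of the meta-analysis, and the secretion and in vivo inflammation experiments are not analysed here.

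Versions were limma 3.58.1, R 4.3.3, statmod 1.5.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.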

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

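Results in this part stood out because the paper does not discuss them. The tests of other groupings of the arrays were chosen after seeing the results. A rule for samples far from the rest was not applied, since each group holds 3 arrays.

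Of the genes past the LPS test, 60 lie outside the 69 probes of S4 Table read here, 42 of them higher and 18 lower. Among them Cxcl2, a neutrophil attractant, rose by a log2 fold change of 4.94, Cp, ceruloplasmin, by 4.36, and Timp1, an inhibitor of metalloproteinases, by 3.15.

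Between untreated gliospheres and GFAP-glia in vivo, the neuropeptide genes Nmu and Grp were at least 271-fold and 199-fold lower in gliospheres, and the smooth muscle gene Myh11 at least 33.1-fold lower. Gfap was at least 9.69-fold and Gdnf at least 41.4-fold higher in gliospheres.

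Regrouping the 6 arrays of a comparison gives 10 splits, too few for a share below 0.1. For LPS the regrouping ignores the shared litters, and many splits put both gliosphere arrays of a litter on the same side, which the design does not. The real grouping called 122 probes for LPS and 3704 for culture and 15 codeset genes, while the highest count of any other split was 0 for each, so only 1 of 10 splits, the real one itself, reached the real count.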

How the results depend on the processing

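Alternatives listed in advance were run along with some chosen after seeing the data, which were the authors' normalized values with the replicate number as a block and, for LPS, the same values of the gliosphere arrays alone with and without the litter as a block, and only the gliosphere arrays, normalized anew, with the litter as a block. Over all 9 arrays the block also joins in vivo arrays by number, so it is not one by litter. The files give no chip, so no chip was used as a block. In place of the 112 genes past the LPS test (79.5% of them higher), the counts of other settings, with the genes shared with the 112, were 128 (1 probe per gene, 108 shared), 375 (array weights, 112 shared), 133 (detected on at least 3 arrays, 109 shared), 160 (trended and robust eBayes, 106 shared), 142 (no background correction, 106 shared), 95 (no detection filter, 95 shared), 248 (only the 2 groups, 108 shared, 171 higher and 77 lower), 158 (quantile normalization, 103 shared), 83 (replicate number as a block, 73 shared) and 139 (authors' normalized values, 87 shared). The added ones gave 130 (normalized values with the block, 76 shared), 425 (gliosphere arrays only, 105 shared, 252 higher and 173 lower) and 1054 (gliosphere arrays only with the block, 110 shared, 510 higher and 544 lower), so that the larger number of higher genes was not seen in the last. Only the gliosphere arrays, normalized anew, with the litter as a block gave 258 (97 shared, 170 higher and 88 lower) and 14 codeset genes of 48. In that fit Lcn2 (log2 fold change 4.75, adjusted p = 0.0574) and Ccl5 (4.80, 0.0516) did not pass. Without 1 array the count was 31 to 200, at 87 without LPS replicate 1, 106 without in vivo replicate 2 and 122 without in vivo replicate 3. In place of 3129 culture genes, the settings gave counts of 2133 to 3463, with 2790 with the number of the replicate as a block (2678 shared, and Acta2 then passed with adjusted p = 0.0261), 2133 with only the 2 groups (2117 shared) and 3463 with the authors' normalized values (2738 shared). In place of 15 codeset genes of 49 measured, they gave counts of 14 to 19 (of 47 to 57 measured), 13 with the block, and 21 and 31 of 48 with the normalized values of the gliosphere arrays only, without and with the block. Left-out arrays gave 2032 to 3964 culture genes and 6 to 17 codeset genes.

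Lists past camera numbered 15 for LPS (13 up, 2 down) and 8 for culture (4 up, 4 down). With an estimated correlation 7 and 0 passed, and for culture 5 with the authors' normalized values. Fry asks whether a list changed at all, while camera asks whether it changed more than other genes. It passed 8 and 19 lists, which answers another question than camera's calls. Under LPS the lists past camera but not fry were interferon-stimulated genes, antigen presentation, fibroblast markers, cell cycle, cholesterol, Notch and immediate early genes. Enteric glial markers passed as lower with quantile normalization (adjusted p = 0.0422) and the authors' normalized values (0.0251), endothelial markers as higher with these (0.0297 and 0.0331) and the block (0.0452), and Schwann cell genes as lower with the block (0.0452).

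Over the fits without 1 array the log2 fold change was 3.86 to 5.64 for Lcn2, 3.86 to 4.92 for Ccl2, 4.36 to 6.01 for Ccl5, 0.11 to 0.91 for Gfap and -1.69 to -0.81 for S100b. Lcn2 had 4.83 without LPS replicate 1 (adjusted p = 0.0584), 4.74 without LPS replicate 2 (0.0966), 4.70 without LPS replicate 3 (0.09) and 4.77 without untreated replicate 3 (0.0889). Ccl5 had 4.85 without LPS replicate 2 (0.0724), 5.29 without LPS replicate 3 (0.0554) and 5.05 without untreated replicate 3 (0.0655). Vim under LPS changed sign without ever passing, from 0.04 to -0.05 with quantile normalization and the authors' normalized values, and to -0.02, -0.02 and -0.04 without LPS replicate 2, untreated replicate 1 or untreated replicate 3, against 0.20 without untreated replicate 2. S100b passed, at -0.37 (adjusted p = 0.0241), only with the normalized values of the gliosphere arrays and the block. The genes of secreted proteins in culture were 54 past the test with quantile normalization (exact hypergeometric test, p = 0.0383). The median difference of 0.21 between LPS-stimulated and untreated gliospheres became 0.16 with quantile normalization and with probes detected on all 9 arrays, 0.09 with the authors' normalized values, and 0.21 to 0.24 without 1 array, and that of 0.61 between untreated gliospheres and GFAP-glia in vivo became 0.27 with the authors' normalized values and 0.56 to 0.69 without 1 array. Of the named culture genes past the test, 77 of 80 passed in every fit without 1 array.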

Differences from the paper's values

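The paper reports 70 genes differentially expressed upon LPS, and 112 were past the test here. The paper sets its level of significance at p<0.05 in general, and names no adjustment or fold limit for these genes, while the threshold here is an adjusted p under 0.05. The largest p-value in S4 Table as read was 0.00021 (the paper's moderated t-tests), so its genes lie well under that general level. In limma's test here 98 probes had a p below 0.00021 and 1130 had one under 0.05. With a count of 95 (no detection filter), 83 (replicate number as a block), 87 (without LPS replicate 1) or 61 (without untreated replicate 1) the difference stayed within 1.5 times, and the other settings gave counts further away. Of the 67 S4 Table probes tested, 49 had a log2 fold change or bound that differed from the paper's by more than the SD between litters, or by over 1.5 times in fold where some array was below background, and 18 did not. With the authors' normalized values, 0 differed and 67 did not.

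The paper names Lcn2 as the gene with the highest fold change. Here its log2 fold change was 4.76. Of the genes past the test, 7 had a larger value. Saa3 (4.89), above background on all 6 gliosphere arrays, was 1 of them, and with quantile normalization had 4.74 against 4.71. The other 6, with Ccl5 (5.13) and Vmn1r181 (5.10), were above background on 0 to 2 of 3 untreated arrays, so their place is left open. Lcn2 was the highest with the authors' normalized values, at 4.47, and also in the settings with these values chosen after seeing them, and without untreated replicate 3, where it did not pass itself, no gene past the test lay above it. Of the 67 S4 Table probes tested, 52 passed here and 15 did not. The counts were 63 with the authors' normalized values, 62 with quantile normalization and with a trended and robust eBayes fit, 63 with only the 2 groups, 60 without background correction, 58 without in vivo replicate 1, 67 with array weights, and 54 with 1 probe per gene and with probes detected on at least 3 arrays. In settings chosen after seeing the values, they were 67 with the authors' normalized values of the gliosphere arrays, with and without the litter as a block, so that 0 of the 67 were dropped, 55 with only the gliosphere arrays and the litter as a block, and 53 with the normalized values of all arrays and the block. The table holds Csf1 and Socs3, which did not pass here (log2 fold changes 2.14 and 2.24, adjusted p = 0.178 and 0.123). Csf1 passed with array weights, without background correction, with only the 2 groups, with the authors' normalized values and without in vivo replicate 1, and Socs3 with array weights, a trended and robust eBayes fit and quantile normalization. Both also passed in each of the settings chosen after seeing the values. The paper counts 14 codeset genes in its significant set and 15 passed here, but the members differ. Bmp4, Ccl11, Il6 and Runx1 passed here and are not in S4 Table as read. Of its codeset genes, Csf1 and Socs3 did not pass here and the probe of Ripk2 was not tested. The count was 14 without the detection filter, with the authors' normalized values, without in vivo replicate 2 and, in settings chosen after seeing the values, with the normalized values and the replicate number as a block (53 of the 67 probes of S4 Table past), as it was with only the gliosphere arrays and the litter as a block (55 past).

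In the paper's S4 Table and here, the log2 fold changes were, in this order, 2.48 and 5.13 for Ccl5, 2.43 and 5.10 for Vmn1r181, 1.89 and 4.94 for Cxcl5, 1.48 and 4.86 for Ms4a6d, 1.86 and 4.47 for Cxcl16, 1.50 and 4.47 for Cyp7b1, 1.46 and 4.26 for Cd14 and 1.69 and 4.13 for Tnfaip2. For the next genes they were 2.13 and 4.09 for Rgs8, 1.48 and 3.93 for Mmp13, 2.73 and 3.83 for Dcn, 1.48 and 3.75 for Itga7, 1.53 and 3.59 for Sox7, 2.36 and 3.52 for Cx3cl1, 1.80 and 3.46 for Clu and 1.54 and 3.19 for Il13ra1. Lower in the same order were the pairs 2.31 and 3.18 for Mmp10, 1.42 and 3.14 for Bcl3, 2.50 and 3.08 for Mmp9, 1.51 and 3.08 for Tnfaip3, 1.58 and 3.06 for Fas, 0.93 and 3.01 for Gxylt2, 1.62 and 2.84 for Fcgr2b and 1.17 and 2.79 for Map3k8. Further pairs were 1.43 and 2.61 for Dram1, 1.81 and 2.51 for Casp4, 2.02 and 2.48 for Tlr2, 1.24 and 2.45 for Gadd45g, 1.59 and 2.15 for Cd82, 1.52 and 2.14 for Csf1, 1.10 and 1.85 for Relb and 0.99 and 1.82 for Nfkbie. The remaining higher genes had 0.86 and 1.72 for Sbno2, 0.83 and 1.14 for Slc11a2 and 0.73 and 1.08 for Casp8. Of the genes lower with LPS, the values were -2.53 and -3.83 for Col28a1, -0.93 and -2.80 for Hspb3, -1.51 and -2.45 for Ramp1, -0.54 and -1.92 for Kcnn2 and -0.79 and -1.62 for Nrarp. Only Cst3 was nearer 0 here, at -0.82 against -1.10 in the table. For genes above background on no untreated array, the paper's fold and the lower bound here were 2.36 and at least 6.61 for Csf2, 1.89 and at least 4.90 for Gbp5, 3.03 and at least 13.43 for Car13, 1.87 and at least 4.92 for Mmp3, 1.72 and at least 5.09 for Crispld2, 1.79 and at least 3.90 for Nr1h3, 1.55 and at least 3.17 for Ms4a6d (its other probe) and 1.79 and at least 5.07 for Rassf10.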

Other observations

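The tests in this part of a loss of neurons, the other scalings, the Gfap probe, in vivo replicate 1, the brightness of probes, the cell cycle median without 1 array, and the fits of only the gliosphere arrays were chosen after seeing the results, while the tests of genes and lists were planned. Of 10795 genes tested, 3129 passed between freshly sorted glia and gliospheres, so lists are expected to hold many such genes, and no list passed camera with an estimated correlation. Of 29 immediate early and dissociation stress genes, 14 were lower in untreated gliospheres than in vivo, 1 higher and 14 not past the test (16 lower and 1 higher when adjusted over the list alone; camera adjusted p = 4.1e-05, but adjusted p = 0.399 with an estimated correlation), with the chaperone gene Hspa1a at a log2 fold change of -5.54, the transcription factor gene Fosb at -5.51 and Klf2 at -4.86 (above background on 2 of 3 untreated arrays, and past the test but nearer 0 with the authors' normalized values). Of 34 cell cycle genes, 13 were higher, 0 lower and 21 not past (18 higher when adjusted over the list alone; camera adjusted p = 1.3e-04, but adjusted p = 0.475 with an estimated correlation), with E2f1, which drives entry into DNA synthesis, at 2.33. Without in vivo replicate 1, 17 immediate early genes were lower and 1 higher of 28, and 17 cell cycle genes were higher. Without in vivo replicate 2 these were 12 lower and 1 higher of 29, and 15 higher, and without in vivo replicate 3, on which the cell cycle list had a median of -1.24 from the other in vivo arrays, 13 lower and 1 higher of 29, and only 5 cell cycle genes higher. The LPS receptor gene Tlr4 was at least 4.09-fold higher in gliospheres, and Tlr2 was higher by 3.11 and Tlr3 by 2.72. Of 19 genes of LPS and Toll-like receptor sensing, 6 were higher, 2 lower and 11 not past (6 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.073). Of 23 NF-kB components and feedback regulators, 7 were higher, 0 lower and 16 not past (7 higher when adjusted over the list alone; camera adjusted p = 0.0234, but adjusted p = 0.399 with an estimated correlation and 0.0876 with the authors' normalized values), where 6.67 were expected from the share of all genes. Of 17 chemokine ligands, 3 were higher, 1 lower and 13 not past (7 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.073; 4.93 expected), and Ccl2 was at least 9.37-fold and Ccl7 at least 6.67-fold higher in untreated gliospheres than in vivo. Reactive astrocyte genes were 13 higher, 3 lower and 15 not past (14 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.073). The antigen-presenting gene H2-Ab1 was at least 4.91-fold lower, with 3 of 5 class II genes lower and 0 higher (4 lower when adjusted over the list alone; camera adjusted p = 0.0234, but adjusted p = 0.399 with an estimated correlation and 0.0876 with the authors' normalized values). The macrophage gene Adgre1 was lower by -2.94, with 5 lower and 1 higher of 16 macrophage and leukocyte markers (5 lower and 2 higher when adjusted over the list alone; camera adjusted p = 0.0959). Of 10 intestinal epithelial markers 4 were lower and 0 higher (6 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.073), among them Krt19, at least 15.3-fold, and of 16 endothelial and pericyte markers 4 were lower and 4 higher (6 and 6 when adjusted over the list alone; camera adjusted p = 0.452), with Vwf at least 9.01-fold lower. Without in vivo replicate 1, 2 epithelial markers were lower of 8, 6 endothelial and pericyte markers were lower and 4 higher, and 1 class II gene was lower of 3. The other lists were not past camera in this comparison. Each is given with its members higher and lower, those when adjusted over the list alone, and camera's adjusted p. They were interferon-stimulated genes (2 and 4 of 32, 2 and 4 over the list alone, adjusted p = 0.121, 1 and 10 of 31 without in vivo replicate 1, and 5 and 1 of 31 without replicate 3), antigen processing (0 and 3 of 21, 0 and 1, 0.452), acute-phase proteins (7 and 2 of 22, 7 and 3, 0.186), cytokines (2 and 3 of 23, 2 and 3, 0.428), interstitial cell of Cajal markers (1 and 1 of 5, 2 and 1, 0.775), hypoxia and glycolysis (8 and 2 of 29, 8 and 3, 0.374), the Notch pathway (3 and 4 of 18, 3 and 5, 0.374), neurotrophic factors (5 and 5 of 21, 7 and 6, 0.713), cholesterol biosynthesis (0 and 0 of 18, with 2 lower at an unadjusted p under 0.05 in limma, 0 and 0, 0.959) and erythroid genes (0 and 0 of 3, with 2 lower unadjusted, 0 and 0, 0.374).

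Under LPS, cell cycle genes were lower as a group, with 0 of 34 past limma's test, 11 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone and a median log2 fold change of -0.89 (camera adjusted p = 1.4e-10, but adjusted p = 0.201 with an estimated correlation). Of 29 hypoxia and glycolysis genes, 1 rose, 0 fell and 28 did not pass (3 higher when adjusted over the list alone; camera adjusted p = 3.4e-06, and adjusted p = 0.0283 with an estimated correlation). It was P4ha2, a collagen hydroxylase (log2 fold change 1.81, adjusted p = 0.023, with the replicate number as a block 0.0618, with only the gliosphere arrays and the litter as a block 0.0267, and up to 0.13 without any 1 gliosphere array). Of 28 fibroblast and mesenchymal markers 3 rose, 0 fell and 25 did not pass (3 higher when adjusted over the list alone; camera adjusted p = 0.0164, but adjusted p = 0.201 with an estimated correlation). Of 29 immediate early genes 2 rose, 0 fell and 27 did not pass (4 higher when adjusted over the list alone; camera adjusted p = 0.0132, but adjusted p = 0.396 with an estimated correlation), the transcription factor gene Junb (log2 fold change 1.77, adjusted p = 0.0198, and up to 0.104 without 1 gliosphere array other than LPS replicate 1) and the growth arrest gene Gadd45g (2.45, adjusted p = 0.0125, and up to 0.0664 without the same arrays). Of 18 Notch pathway genes 0 rose, 1 fell and 17 did not pass (2 lower when adjusted over the list alone; camera adjusted p = 0.0107, but adjusted p = 0.169 with an estimated correlation), the one being Nrarp, a Notch feedback gene (log2 fold change -1.62, adjusted p = 0.0392, with the replicate number as a block 0.0928, with only the gliosphere arrays and the litter as a block 0.0515, with the authors' normalized values 0.113, not past without the detection filter, and up to 0.201 without any 1 gliosphere array). Of 18 genes of cholesterol biosynthesis 0 passed and 1 was higher at an unadjusted p under 0.05 (0 when adjusted over the list alone; camera adjusted p = 0.00707 upward, but adjusted p = 0.169 with an estimated correlation). Of the cytokines that the paper measured in the medium, Tnf was above background on 1 of 3 LPS arrays and 0 of 3 untreated arrays. Under LPS Acta2 had a log2 fold change of -1.07 (adjusted p = 0.392, but past the test with the authors' normalized values of the gliosphere arrays, a setting chosen after seeing the data), and Vim had 13.46 ± 0.11 against 13.42 ± 0.27 (mean ± SD, n = 3).

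Neuronal transcripts were high and Gfap was not above background in glia sorted for a GFAP reporter. The normalization could shift neuronal genes, but 20 of the 21 lower markers passed in the same direction under both other scalings. A Gfap probe that does not work is unlikely, as it was detected on 6 of 9 arrays. A loss of sorted neurons from the culture stays open, since 21 of 33 neuronal markers were lower in gliospheres, and the 8 of 33 with a log2 fold change above -0.5 may be expressed by the remaining cells as well. Single-cell sequencing of the sorted population would separate neurons from glia with neuronal transcripts.

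In vivo replicate 1 differed from replicates 2 and 3. A failed hybridization could do this, but 50.1% of its probes were detected, against 46.6 to 49.2% on the other arrays. A gliosphere array under this label is unlikely, since its mean correlation with the 6 gliosphere arrays was 0.813, below the 0.868 of the other in vivo arrays and the 0.96 to 0.98 among gliosphere arrays. A larger share of smooth muscle cells, which the sort is meant to leave out, stays open, since the 14 smooth muscle markers had a median 0.8 above the other in vivo arrays, but cell cycle and intestinal epithelial genes were also above them, by 0.69 and 0.66. Staining sorted cells for smooth muscle myosin would test it.

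The LPS fold changes here were larger than those of S4 Table, by a median ratio of 1.82. If background subtraction stretches dim signals, the ratio should be near 1 for bright probes, and it was 1.13 (interquartile range 1.06 to 1.21) in the 22 brightest probes of the table and 2.8 in the dimmest ones. Without the normexp step 44 of the 67 probes tested still differed from the table by the rule that gave 49 here. VSN fits an offset per array of its own, so this setting still takes off background. It therefore cannot show whether the differences remain without background subtraction. A ratio that falls with brightness cannot tell background subtraction from other changes of scale. It also says nothing on which value is nearer the true change, which the nCounter counts could show.

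The lower median of cell cycle genes under LPS might point to slower division, and a single array is unlikely to account for it, as the median stayed at or below -0.62 (lowest -1.13) without each of the 6 gliosphere arrays. Counting dividing cells with and without LPS would test this.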
